# Insights into the Role of the Berry-Specific Ethylene Responsive Factor *VviERF045*

**DOI:** 10.3389/fpls.2016.01793

**Published:** 2016-12-09

**Authors:** Carmen Leida, Antonio Dal Rì, Lorenza Dalla Costa, Maria D. Gómez, Valerio Pompili, Paolo Sonego, Kristof Engelen, Domenico Masuero, Gabino Ríos, Claudio Moser

**Keywords:** ERF, RNA-seq, over-expressing transgenic lines, VOCs, wax, *Vitis vinifera*

## Abstract

During grape ripening, numerous transcriptional and metabolic changes are required in order to obtain colored, sweet, and flavored berries. There is evidence that ethylene, together with other signals, plays an important role in triggering the onset of ripening. Here, we report the functional characterization of a berry-specific Ethylene Responsive Factor (ERF), *VviERF045*, which is induced just before véraison and peaks at ripening. Phylogenetic analysis revealed it is close to the SHINE clade of ERFs, factors involved in the regulation of wax biosynthesis and cuticle morphology. Transgenic grapevines lines overexpressing *VviERF045* were obtained, *in vitro* propagated, phenotypically characterized, and analyzed for the content of specific classes of metabolites. The effect of *VviERF045* was correlated with the level of transgene expression, with high-expressing lines showing stunted growth, discolored and smaller leaves, and a lower level of chlorophylls and carotenoids. One line with intermediate expression, L15, was characterized at the transcriptomic level and showed 573 differentially expressed genes compared to wild type plants. Microscopy and gene expression analyses point toward a major role of *VviERF045* in epidermis patterning by acting on waxes and cuticle. They also indicate that *VviERF045* affects phenolic secondary metabolism and induces a reaction resembling a plant immune response with modulation of receptor like-kinases and pathogen related genes. These results suggest also a possible role of this transcription factor in berry ripening, likely related to changes in epidermis and cuticle of the berry, cell expansion, a decrease in photosynthetic capacity, and the activation of several defense related genes as well as from the phenylpropanoid metabolism. All these processes occur in the berry during ripening.

## Introduction

Fruit ripening is a developmental process whereby mature seed-bearing organs undergo physiological and metabolic changes that promote seed dispersal. These changes affect the nutritional value of fruit and are thus of key relevance for human and animal diet, but it also makes the fruits more susceptible to pathogen attacks, reasons for which the process attracts considerable attention from the scientific community (Giovannoni, 2004).

Grapevine is one of the most important cultivated crops in the world; the fruit is used as a source of fresh fruit, or once fermented, for production of wine and distilled beverages. The beginning of grape ripening, called véraison, coincides with a dramatic metabolic re-arrangement, affecting the accumulation of sugars, metabolism of acids, berry softening and coloring, and fruit growth. Ripening control in non-climacteric fruits, such as grapes, was originally thought to be ethylene independent, but recent evidence demonstrates a common genetic regulatory mechanism between climacteric and non-climacteric fruits (Lin et al., 2009). For example, a small amount of ethylene was measured in non-climacteric strawberries and this production was correlated to the expression of an ACC oxidase 1 gene (Trainotti et al., 2005). Other evidence includes the observation that climacteric, such as tomato, and non-climacteric species, such as grapevine, share common ripening regulators like members of the MADS-box, Zn-fingers, and bZIP transcription factor (TF) families (Fei et al., 2004).

There are hints suggesting that ethylene is also affecting grape ripening. The application on grapes of the ethylene releasing compound 2-chloroethylphosphonic acid (CEPA) 3–6 weeks before véraison causes a delay of the ripening process, while treatments 2 weeks before véraison accelerate the start of grape ripening (Coombe and Hale, 1973). Application of the inhibitor of the ethylene receptor 1-methylciclopropene (1-MCP) before véraison delays berry growth, acid degradation, sucrose production, and coloring (Chervin et al., 2004). A peak of endogenous ethylene has also been detected in grapevine berries, although at much lower concentrations than in climacteric fruits, 1 week before véraison (Chervin et al., 2004). The potential role of ethylene in the ripening of non-climacteric fruits is likely to occur via cross-talk with other hormones such as abscisic acid, auxin and brassinosteroids, all of which are known to play a part in grapevine berry ripening (Hale et al., 1970; Coombe and Hale, 1973; Davies et al., 1997; Jeong et al., 2004; Symons et al., 2006).

A key step in ethylene signal transduction is the activation of ethylene responsive factors (ERFs) that belong to the large superfamily of AP2/ERF TFs, specific to plants (Nakano et al., 2006). These factors are characterized by the presence of one or more AP2/ERF domains, consisting of 58–59 amino acids folded in one α-helix and a β-sheet, that recognizes the GCC box (5′-AGCCGCC-3′) *cis*-element in the promoter of the target genes (Fujimoto et al., 2000). Based on the number of AP2/ERF domains and presence of other conserved domains, this superfamily can be divided into three families called AP2, ERF and RAV. The ERF family is characterized by one single AP2/ERF domain and it comprises the CBF/DREB and ERF *sensu stricto* subfamilies (Sakuma et al., 2002). ERF members have been discovered in many plant species due to the high degree of conservation of AP2/ERF domain (Nakano et al., 2006; Zhang et al., 2008; Zhuang et al., 2008), including grapevine, where 132 and 149 AP2/ERF genes have been predicted (Zhuang et al., 2009; Licausi et al., 2010). ERF and DREB factors are often involved in fruit ripening control, and plant response to stress (Nakano et al., 2006). Among ERF proteins involved in fruit ripening are factors characterized in plum, apple and tomato. Seven ERFs have been proposed to regulate plum fruit development and ripening, based on their gene expression patterns (El-Sharkawy et al., 2009). *MdERF1* and *MdERF2* are regulated by ethylene in apple as suggested by exogenous MCP treatment and varietal studies (Wang et al., 2007). Overexpression and silencing of the tomato *LeERF1* gene has revealed an important role in plant development, fruit ripening and softening (Li et al., 2007), and tolerance to drought (Lu et al., 2010). Members of the *SHINE* clade of ERF factors (Aharoni et al., 2004) are involved in the regulation of lipid biosynthesis and the accumulation of cuticular waxes in tomato, leading to drought tolerance and recovery from water deficit (Shi et al., 2013).

In this study we focus on *VviERF045*, a factor phylogenetically related to the *SHINE* clade of *ERF* genes from *Arabidopsis* (Aharoni et al., 2004) which is specifically induced after véraison in grapevine fruit, and thought to play a role in the ripening process (Pilati et al., 2007; Fasoli et al., 2012; Lijavetzky et al., 2012; Palumbo et al., 2014). Five transgenic lines overexpressing *VviERF045* were obtained and used for functional characterization through phenotypic observation and metabolic and transcriptomic analyses.

## Materials and Methods

### Plant Material, 1-MCP and Etephon Treatments

Fruits were harvested from ‘Pinot Noir’ grapevine 10-years old plants cultivated in open field at Fondazione Edmund Mach (FEM) in San Michele all’Adige (Italy), following standard cultural practices and disease management. During 2006, three independent clusters were collected weekly starting from 4 to 10 weeks after anthesis (WAA) and at 14 WAA. Seeds, buds, tendrils, adult and young leaves, roots and flowers were also collected. The fruit (10 WAA) was dissected into pulp, skin and seed.

1-MCP and etephon treatments (both at 5 ppm) were performed at 7, 8, 9 WAA for 24 h, in a polyethylene bag wrapped around the cluster. Véraison (berry color change) occurred at 7 WAA. Mock treatments were applied to the control samples. Plant material was immediately frozen at -80°C and stored until analysis.

### Phylogenetic Analysis

The protein sequences of VviERF045, 7 ERFs from *Prunus salicina* (El-Sharkawy et al., 2009) and the three best blastx matches to VviERF045 from *Solanum lycopersicum* and *Arabidopsis* were aligned with MUSCLE (Edgar, 2004). In order to assess the real orthologs, a reciprocal best hit approach was used. Genebank accession numbers are listed in **Figure 1F**. A distance matrix was constructed according to the PAM model and clustered with the Neighbor-Joining method, using the EMBL-EBI bioinformatic tools framework (Li et al., 2015). The reliability of the phylogenetic grouping was assessed by bootstrapping (1000 replicates).

**FIGURE 1:**
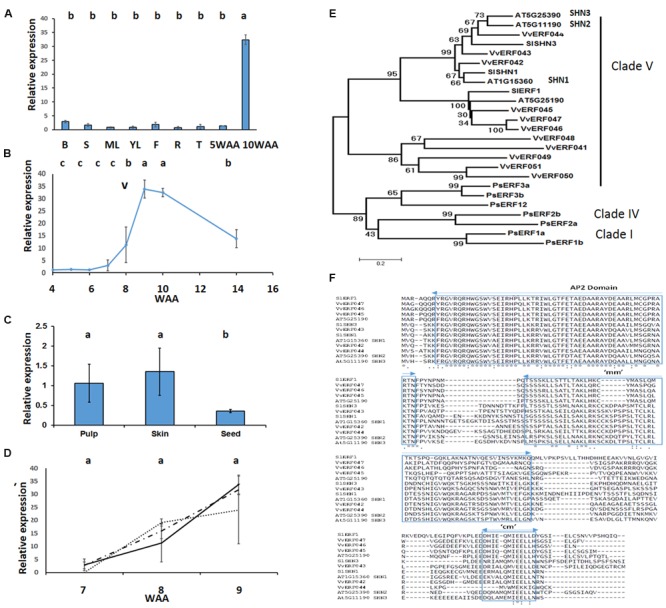
***VviERF045* expression pattern and protein sequence comparative analysis.** Left panel: real time RT-qPCR analysis of *VviERF045* expression profile in different tissues **(A)**: B, Bud; S, Shoot; ML, Mature Leaf; YL, Young Leaf; F, Flower; R, Root; T, Tendril; 5WAA, berry at 5 weeks after anthesis (WAA); 10 WAA, berry at 10 WAA. ML and YL were used as reference samples. **(B)** *VviERF045* expression in different fruit parts: pulp, skin and seed at 10 WAA. Pulp is taken as calibrator **(C)** *VviERF045* expression at different developmental stages, berry developmental stages are indicated as WAA, (v) indicates véraison. **(D)** *VviERF045* expression after 1-MCP and ethephon treatment: points represent 1-MCP treatment, points and lines represent ethephon treatment and continuous line represents control. Error bars represent SD and are based on three biological and two technical replicates. Data were normalized using ubiquitin and tubulin as reference genes. Different letters in the figure mean significant difference (*p* < 0.05) according to Tuckey’s *post hoc* test. Right panel: **(E)** Phylogenetic tree of the ERF amino acid sequences from *Prunus salicina* [PsERF1a (FJ026009), PsERF1b (FJ026008), PsERF12 (FJ026003), PsERF3a (FJ026005), PsERF3b (FJ026004), PsERF2a (FJ026007), PsERF2b (FJ026006)], *Arabidopsis thaliana* [AT5G25190 (NP_197901.1), AT1G15360-SHN1 (NP_172988.1), AT5G25390-SHN3 (NP_197921.1), AT5G11190-SHN2 (NP_196680.1)], *Solanum lycopersicum* [SlSHN1 (XP_004235965.1), SlSHN3 (XP_004240977.1), SlERF1 (NP_001234848.1)] and *Vitis vinifera* ERF from clade V [VviERF045, VviERF042, VviERF051, VviERF044, VviERF043, VviERF048, VviERF049, VviERF041, VviERF050, VviERF047, VviERF046]. The aa sequences were selected based on these criteria: (i) Grapevine ERFs belonging to the same clade of VviERF045, (ii) *Prunus salicina* ERF sequences related to fruit ripening, (iii) Best blastx matches to VviERF045 from *A. thaliana* and *S. lycopersicum*. Numbers on the branch represent the percentage for bootstrap value *n* = 1000. **(F)** Alignment of the amino acid sequences of clade V of the phylogenetic tree. ‘AP2,’‘mm’ and ‘cm’ conserved domains are represented as blue rectangles.

### Production of Transgenic Lines

The complete coding region of *VviERF045* (GenBank accession number KX179904) was amplified with Pfu Ultra Hotstart DNA polymerase (Stratagene, San Diego, CA, USA), starting from cDNA from mature berry. The purified PCR product was cloned into pENTR-D TOPO cloning vector (Invitrogen, Carlsbad, CA, USA), sequenced and transferred to pK7WG2 binary vector (Karimi et al., 2002) downstream of the 35SCaMV promoter, by using the Gateway technology (Invitrogen). The *Agrobacterium* strain EHA105 containing the *VviERF045* binary vector and the pCH32 virulence helper plasmid were used for grape transformation. Gene transfer experiments were performed as described in Dalla Costa et al. (2016) on embyogenic calli of *Vitis vinifera* cv. ‘Brachetto’. Transgenic and wild type plants were grown and propagated *in vitro*.

### Expression by Quantitative Real-Time PCR (RT-qPCR) Analysis

Each sample was composed of a pool of leaves (first five leaves from the apical meristem) from five different *in vitro* plants. Total RNA was extracted from 100 mg of leaf powder by using SpectrumTM Plant Total RNA kit (Sigma–Aldrich, St Louis, MO, USA), adding 1% PVP40 in the extraction buffer. Total RNA was quantified with Nanodrop8000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA). RNA integrity was checked by agarose gel electrophoresis. Total RNA (1 μg) was treated with Ambion^®^ DNA-free DNase Treatment in order to remove contaminating DNA (Life technologies, Carlsbad CA, USA), and subsequently reverse transcribed with SuperScript^®^VILO^TM^ cDNA Synthesis Kit (Invitrogen) in a final volume of 20 μL, according to manufacturer’s instructions. One microliter of a 10X diluted first strand cDNA was used for each amplification reaction in a final volume of 20 μL. RT-qPCR was performed in a ViiA^TM^ 7 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA), using the KAPA SYBR Fast qPCR Master Mix (Kapa biosystems, Wilmington, MA, USA). Reaction composition and conditions followed manufacturer’s instructions. The cycling protocol consisted of 10 min at 95°C, then 40 cycles of 30 s at 95°C and 60 s at 60°C. Specificity of the PCR was assessed by the presence of a single peak in the dissociation curve after the amplification and through size estimation of the amplified product. The relative standard curve method was used to quantify relative expression genes in case of efficiency less than 90%. Otherwise the ΔCt method was used as described in Applied Biosystems user’s manual. Results were calculated as the average of three independent biological replicates for each line, repeated twice, using tubulin and ubiquitin as reference genes (Supplementary Table S2). For the amplification of *VviERF045*, we used two different primer pairs, namely “*VviERF045*” and “*VviERF045endog*” (Supplementary Table S2). Both primers of the first pair anneal on the coding sequence and they measure the total expression of the endogenous and exogenous (transgene) *VviERF045* copies. Unlike, the reverse primer of the second pair anneals on the 3′UTR region of the transcript which is present only in the endogenous gene copy but not in the transgenic one. The “*VviERF045endog*” primers were thus used to amplify specifically endogenous gene expression both in the transgenic lines and in the different grapevine tissues (**Figure 1**).

### RNA-Seq Analysis and Identification of Differentially Expressed Genes (DEGs)

Total RNA was extracted from three independent pools of leaves (1 g) from *in vitro* grown plants as described above. RNA-Seq for transgenic line L15 and control were performed using an Illumina HiSeq2000 sequencing service (Illumina, Inc., San Diego, CA, USA). Samples were sequenced twice in separated lanes. Paired-end (2 × 100 bp) and raw reads were pre-processed for quality using fastqc 0.11.2^1^ and adapter trimming with qtrim v0.94^2^. The resulting pre-processed reads were aligned to the reference transcriptome of *Vitis vinifera* (V1 grapevine annotation)^3^ using the bowtie2 aligner v2.2.3 (Langmead and Salzberg, 2012) and deposited in Gene Expression Omnibus^4^ series entry GSE77240. The summarized read count data was used to identify DEGs among various treatments by using the voom method (Law et al., 2014), which estimates the mean-variance relationship of the log-counts, generating a precision weight for each observation that is fed into the limma empirical Bayes analysis pipeline (Smyth et al., 2008). DEGs were identified between *OE_ERF* and *WT* using a *P*-value of 0.05 and a log2-fold change greater than 1.5 and lower than -1.5 (**Figure 4B**; Supplementary Table S4; **Supplementary Figure S1**).

### Functional Analysis

Differentially expressed genes were analyzed by BLAST2GOv 3.0.9 (Conesa et al., 2005) and TopGO (Alexa et al., 2006). The analysis with TopGO was done by comparing three statistical methods (Fisher’s, weight, Kolmogorov–Smirnov), and selecting the best 10 GO terms.

### Phenolic Metabolites Determination

Leaves from transgenic lines and control were sampled as described above (three biological replicates). Approximately 100 mg of powder from each sample was extracted in sealed glass vials using of a mixture of water/methanol/chlorophorm (20:40:40). Phenolics were extracted following Vrhovsek et al. (2012) method and UPLC chromatography was performed by injecting 2 μL of each sample. The same extract was used to measure anthocyanins by UPLC (Arapitsas et al., 2012).

### Lipid Profile Analysis

The lipid profile in leaves was determined following Della Corte et al. (2015) protocol, starting from 100 mg of powdered leaves and injecting 5 μL of lipid extracted solution into the LC-MS/MS system.

### Chlorophylls and Carotenoids Quantification

Leaves from *in vitro* cultivated transgenic lines and control were collected and powdered with liquid nitrogen (three biological replicates). Total carotenoids and chlorophylls were extracted from 100 mg samples using acetone 80% and read with a spectrophotometer at the wavelengths 470, 646.8, and 663.2 nm. Chlorophylls and carotenoids were determined following Lichtenthaler (1987) method.

### Leaf Area Measurement

Leaf area was measured with Iris Electronic Eye Analyzer VA300 (iBiosys Solutions Ltd, UK) and calculated with AlphaSoft 12.44 (Alpha MOS, France) using a fixed area as reference. In case of folded leaves the doubled part was cut and pasted aside with GIMP 2.6.12 image manipulation program (GNU GPL) in order to measure the whole leaf area. A non-parametric test was preferred for statistical analysis given the non-normality of data. We used the ggplot2 R package to graphically present these data in form of boxplots, using the geom_boxplot function (Wickham, 2009).

### PCA Analysis and Heatmaps

Principal component analysis (PCA) of the metabolites (**Supplementary Figure S4**) was obtained with R after scaling and centering the data. Heatmap representation of secondary metabolite content in the transgenic lines (**Figures 3**, **5**, and **6**) was calculated for each metabolite. Values were scaled by subtracting the mean value of WT and dividing by the standard deviation. Significance was assessed by ANOVA test followed by Tuckey’s test using R^5^.

### Optical Microscopy and CryoSEM

For lipid staining, a Sudan IV (Sigma–Aldrich) stock solution (0.1% w/v in isopropyl alcohol) was diluted 1:1 with glycerol, mixed well, and allowed to sit at room temperature for 30 min and syringe filtered to remove precipitates. The fourth or fifth leaves, starting from apex, were taken and cut in little squares of 4–5 mm. Leaves were included in agarose 5%, sectioned in 30 μm slices with a vibratome, stained for 30 min, mounted in distilled water with a cover slip and viewed immediately. Images were captured using a microscope Eclipse E600 (Nikon, Melville, NY, USA).

For Cryo-SEM, leaves were harvested, mounted on SEM stubs attached to a CT-1000C Cryo-transfer system (Oxford Instruments, Oxford, UK) and frozen in liquid N_2_. The frozen leaves were transferred to the cryo-stage of a JEOL JSM-5410 scanning electron microscope (SEM). The samples were then fractured, sublimated by controlled warming to -90°C, and sputter coated with a thin film of gold. Finally, leaves were viewed at an accelerating voltage of 15 keV and captured at 1000x and 2000x magnification.

## Results and Discussion

### *VviERF045* Is a Berry-Specific Transcription Factor Induced at Ripening and Closely Related to the ERFs from the SHINE-Clade

Expression analysis via RT-qPCR showed that *VviERF045* is highly expressed in fruit at 10 WAA, while its expression is much lower in other tissues such as root, stem, leaf, bud, flower and green berry (**Figure 1A**). During berry development *VviERF045* expression raises starting from 7 WAA and peaks 2–3 weeks later, about at the end of the véraison period, (**Figure 1B**) at which time, *VviERF045* expression is more pronounced in skin and pulp rather than seed (**Figure 1C**). These observations suggest that *VviERF045* might play a regulatory role in the berry ripening process. Although several members of the ethylene response factor family are ethylene inducible (Pirrello et al., 2012), berries treated around véraison (7, 8, and 9 WAA) with 1-MCP or etephon showed no significant differences in the expression of *VviERF045* compared with the control (**Figure 1D**). However, our study could not exclude that treatments done in a pre-véraison stage could have led to the same results.

Former phylogenetic analysis assigned VviERF045 to clade V of the ten clades identified for the 122 grapevine members of the ERF superfamily (Licausi et al., 2010). In this study we have made a more focused analysis comparing VviERF045 and other VviERFs from cladeV to 15 highly similar and previously characterized ERF protein sequences from *Prunus salicina, Arabidopsis thaliana*, and *Solanum lycopersicum* (**Figure 1E**). Our phylogenetic tree highlights that the seven ERFs related to fruit development and ripening in *Prunus salicina* (El-Sharkawy et al., 2009) cluster apart from the other ERF sequences. On the other side, VviERF045 and its homologs from tomato and *Arabidopsis* fall into a single clade together with VviERF046 and VviERF047. Interestingly, one subgroup into this clade contains exclusively wax biosynthesis genes whose overexpression results in a glossy leaf phenotype and increased drought tolerance: AT1G15360 (SHN1), AT5G11190 (SHN2), and AT5G25390 (SHN3) from *Arabidopsis*, and SlSHN1 and SlSHN3 from tomato (Tournier et al., 2003; Aharoni et al., 2004; Shi et al., 2013). They share a high degree of similarity since in addition to the conserved AP2 domain they display two other conserved motifs located in the middle and the C-terminus of the protein sequence (‘mm’ and ‘cm’; Aharoni et al., 2004). The remaining three sequences, which comprise VviERF045, SlERF1, and the *Arabidopsis* AT5G25190, form a distinct subgroup within clade V that distinguishes itself most notably by a deletion of six and one amino acid(s) in the ‘mm’ and ‘cm’ domains, respectively (**Figure 1F**).

AT5G25190 was reported to be induced by 1-aminocyclopropane-1-carboxylic acid (ACC) and salt (Zhang et al., 2011) as well as by drought (Huang et al., 2008), but it was shown that its overexpression does not lead to a typical leaf *shine* phenotype (Aharoni et al., 2004). *SlERF1* overexpression leads to several phenotypic effects including ethylene triple response on etiolated seedling, leaf development, enhanced fruit ripening and softening (Li et al., 2007) and improved tolerance to drought stress (Lu et al., 2010).

### Phenotypic Characterization of *VviERF045* Transgenic Lines

Fourteen transgenic lines overexpressing *VviERF045* from the *Vitis vinifera* cv. ‘Brachetto’ were generated (see Materials and Methods). In five of them, the expression of *VviERF045* (due to transcription of exogenous and endogenous gene copies) was much higher than in the wild type and they were used for further functional characterization. In lines L6 and L7 the expression of *VviERF045* was about 100-fold increased; in the other three lines it was increased around 25–30 times (**Figure 2A**).

**FIGURE 2:**
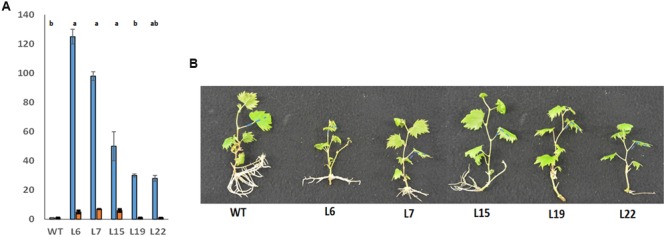
**Characterization of *VviERF045* overexpressing lines. (A)** Relative expression level of the endogenous + exogenous gene (blue bars), and endogenous gene (orange bars) in the transgenic lines. Error bars are based on data from three biological and two technical replicates. Data were normalized using ubiquitin and actin as reference genes. Relative expressions with the same letter are not significantly different (*p* < 0.05) according to Tuckey’s *post hoc* test. The ANOVA test refers to the red bars since for blue bars no significant difference was observed. **(B)** *In vitro* phenotype of transgenic and WT plants of the same age.

The overall phenotype of the transgenic lines seemed directly related to the level of expression of the transgene, affecting not only leaf morphology and color, but also root biomass and architecture (**Figure 2B**) and this was particularly evident in case of L6. Several leaf features correlated strongly with the expression level of *VviERF045*, such as the leaf blade insertion angle on the petiole (**Figure 2B**), the leaf area and the leaf margins (**Figures 3A,B**). In general, L6 leaves displayed an acute insertion angle, a globular and chlorotic surface (almost yellow) and leaf margins curved toward the abaxial surface of the leaf, resembling somehow an ‘epinastic’ phenotype (Barry et al., 2001). Unlike L6, WT plants carried leaves with an insertion angle ranging between 180° and 140°, with a plane and bright green surface and an evident dentate margin. L15-19-22 showed an intermediate phenotype with insertion angles of 90–120°, a WT-like dentate leaf margin and a light green color, while L7 leaves were more similar to L6 in form and color. The analysis of pigment contents confirmed these phenotypic observations, with L6 showing lower values of chlorophyll a and b and carotenoids (**Figure 3C**). The transgenic lines showed also a general reduction in leaf number and leaf area. The total leaf area in L6 was about 10 times lower than in WT. L7, 15, and 19 showed comparable leaf areas, about half of the WT, whereas L22 was more similar to WT (**Figures 3A,B**). The *VviERF045* overexpressing lines had a smaller root system with short and thick roots (**Figure 2B**). This could be due to a defective auxin gradient, which plays a key role in root development (Overvoorde et al., 2010).

**FIGURE 3:**
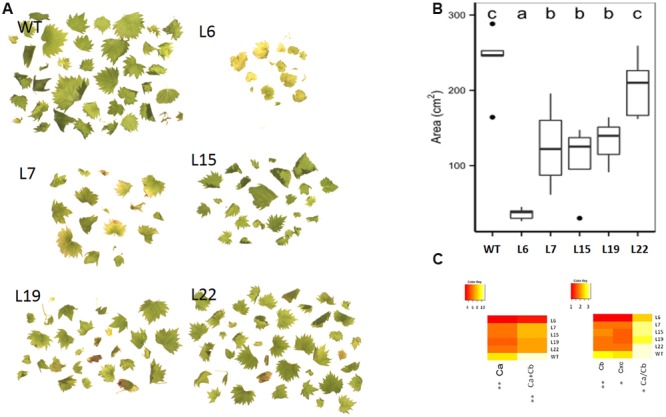
**Leaf area and color. (A)** Leaves morphology, **(B)** leaves total area measured in cm^2^. **(C)** Heatmap representation for chlorophylls and total carotenoids. (^∗^) and (^∗∗^) respectively indicates significant differences (*p* < 0.05), and highly significant differences (*p* < 0.01). A legend with the color scale is reported on the top left part of each heatmap.

### Effect of *VviERF045* Overexpression on the Transcriptome

Three pools of leaves harvested from *in vitro* plants of the transgenic line L15 and from WT plants were used to compare the two transcriptomes by a RNA-Seq approach. 

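RNA was sequenced from 3 pools of leaves of L15, a grapevine line in which VviERF045 is driven by a constitutive viral promoter, and from 3 pools of leaves of WT plants, with 5 plants in each pool. The authors aligned the reads to the grapevine reference transcriptome with bowtie2 and deposited the number of reads counted on each gene, without normalization. Every sample lists the same 26510 genes. Starting from these counts, the 21623 genes that passed edgeR's filterByExpr at its defaults were scaled with TMM factors and tested for a difference between L15 and WT with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Expression is given as CPM, the counts scaled to TMM-normalized library sizes, as mean ± SD over 3 pools, and the standard error (SE) of a log2 fold change is the one implied by the test's F statistic. An exact permutation test of 3 pools against 3 cannot go below p = 0.1, so for each gene it is stated whether all L15 pools lay above or below all WT pools. The overexpressed gene, VviERF045 (VIT_04s0008g06000), had 5527, 6018 and 11107 counts in L15 replicates 1 to 3 and 227, 136 and 286 counts in WT replicates 1 to 3. This corresponded to 182 ± 43.3 CPM in L15 and 3.69 ± 1.28 CPM in WT, and all L15 pools lay above all WT pools. The log2 fold change was 5.62 (SE 0.48, edgeR adjusted p = 0.0686). With each pool left out in turn it stayed between 5.34 and 5.80, the lowest value being the one without WT replicate 2. The labels number the pools 1 to 3 in both genotypes. With the replicate number as a block, the log2 fold change was 5.66 (SE 0.59, edgeR adjusted p = 0.229). The deviations of same-numbered pools from their genotype means correlated across genes with 0.36 for number 1, -0.49 for number 2 and 0.27 for number 3. The mean was 0.05, against -0.04 for pools with different numbers, and subtracting the genotype means draws such averages towards 0. The introduced copy carries the coding region of the same gene, so the counts do not part it from the endogenous copy.

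**Figure D1:**
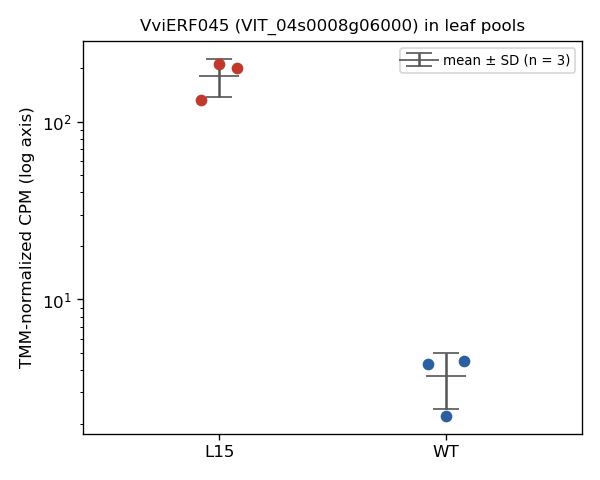
VviERF045 expression in each pool of L15 and WT leaves, in TMM-normalized CPM on a log axis, with the mean and SD of 3 pools. The L15 pools had 132, 212 and 201 CPM and the WT pools 4.34, 2.22 and 4.53 CPM.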

L15 was selected since it showed a high level of *VviERF045* expression, while growing sufficiently well *in vitro* and *in vivo*. 

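The counts on genes summed to 51496538, 25554094 and 53967042 in L15 replicates 1 to 3 and to 51514292, 67857796 and 53361014 in WT replicates 1 to 3. The median was 51496538 in L15 and 53361014 in WT, and L15 replicate 2 had the lowest total of the 6 pools. At these totals, 3 counts correspond to between 0.0442 and 0.117 CPM, taken here as the smallest level to be seen in a single pool. Most low counts were even outside L15 replicate 1, so both reads of a pair may have been counted. This floor would then be too low. Between 21952 and 24329 genes had at least 1 count in a pool. The paper's Supplementary Table S1 gives another depth, the mapped reads, which lie between 24535900 and 64122489 per sample. The values reported here use the counts on genes. Counts per mapped read were 1.24 in L15 replicate 1 and between 1.04 and 1.06 in the other pools. The TMM factors ranged from 0.81 in L15 replicate 1 to 1.18 in WT replicate 3.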

Between 29 and 79 million of paired-end reads of 100 nucleotides were obtained for each replicate, and on average 79% of them were properly aligned in both senses (Supplementary Table S1).

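Classical multidimensional scaling was computed on log2 CPM of the filtered genes with a prior count of 2. The first coordinate held 51.8% of the variance and the second 21.7%. On the first coordinate the genotypes overlapped, with L15 replicates 1 to 3 at 139, -57.3 and -5.78 and WT replicates 1 to 3 at 7.79, 48.9 and -133. On the second coordinate all L15 pools, at 16.4, 86.7 and 49, lay above all WT pools, at -54.4, -52.8 and -45. The mean distance between pools of different genotypes was 181 and that between pools of the same genotype 172, a ratio of 1.05. Among the 10 splits of the 6 pools into groups of 3, 3 gave a ratio at least as large (exact permutation test, one-sided, p = 0.3). The ratio moved most when the means of same-numbered pools were subtracted, which removes the replicate block, and was then 1.24. Of the 10 splits, 2 gave a ratio at least as large. The subtraction ties each pool to its same-numbered partner, so the splits are not interchangeable and this share is no p-value. The distance within genotypes was 185 among the L15 pools and 160 among the WT pools.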

A multidimensional scaling approach to the analysis of the expression data highlighted that the three replicates of L15 were well separated from those of WT (**Figure 4A**). Using a volcano plot, 573 DEGs between L15 and WT were identified in the region with absolute values of log2 fold change greater than 1.5 and a *p*-value <0.05 (**Figure 4B**; Supplementary Table S4).

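With limma-voom on the filtered genes and the thresholds of the paper, an unadjusted p-value under 0.05 and an absolute log2 fold change over 1.5, 729 genes differed between L15 and WT, 333 higher and 396 lower in L15. Adding the replicate number as a block gave 804 genes, 360 higher and 444 lower. Quantile normalization turned the balance to 423 higher and 336 lower, and leaving out L15 replicate 3 to 359 and 315. Most other alternatives had more genes lower than higher. Among the alternatives that kept these thresholds, the number of genes moved most with sample quality weights in voom, to 1716. With an adjusted p-value in the thresholds it was 1. Leaving out each pool in turn gave between 551 and 1025 genes. The copy of Supplementary Table S4 used here lists 567 genes, 264 up and 303 down. Of these, 548 (96.6%) passed the same thresholds in the counts. The log2 fold changes from edgeR had the sign of the table for 567 of the 567 genes. They correlated with the published values with r = 0.990, and those from limma-voom, the test that the paper names, with r = 1.000. Genes are not independent replicates, and the study chose these on the same 6 pools. Another 181 genes passed the thresholds without being in the list of 567, with a median level of -1.87 log2 CPM, against 1.80 for the listed genes. With Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test called 0 genes at an adjusted p-value under 0.05, while 1614 genes had an unadjusted p-value under 0.05, 784 higher and 830 lower in L15. With the replicate block, 0 genes passed the adjusted threshold and 1149 the unadjusted one. Adjustment of the limma-voom p-values left 1 gene. DESeq2, whose Wald test was run on its own size factors without its filters on outliers and low means, called 330 genes at an adjusted p-value under 0.05.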

**FIGURE 4:**
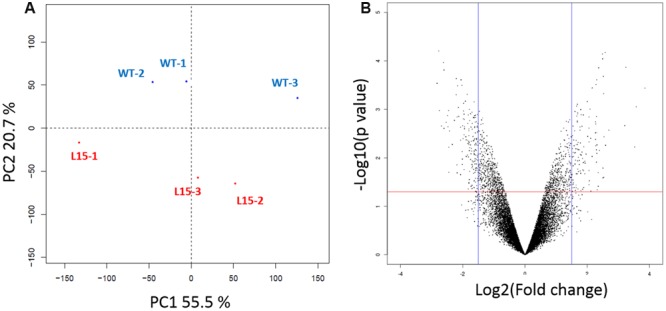
**RNA-Seq analysis of L15 line. (A)** Classical multidimensional scaling showing the percentage of variance explicated by PC1 and PC2. **(B)** Volcano plot used for selection of differentially expressed genes (DEGs) between L15 and WT lines. Spots represent genes. The red line represents the significance threshold of *p*-value (0.05) and the blue lines represent log2 fold change values of 1.5 and -1.5. Genes located above the red line and on the right-hand side or the left-hand side of blue lines were selected as DEGs.

To identify over-represented gene categories within the DEGs, we ran an enrichment analysis with both Blast2GO (Conesa et al., 2005) and TopGO (Alexa et al., 2006). Blast2GO found 35 categories (*p*-value < 0.05) from the ‘biological function’ subtree enriched with respect to the reference transcriptome (**Supplementary Figure S3A**). By grouping these GO categories into broader functional categories, phenylpropanoid metabolism, signaling and amino acid metabolism were over-represented. The analysis of GO terms using Blast2GO showed a higher percentage of transferase, protein phosphorylation, protein kinase and receptor activities, which suggests the participation of *VviERF045* in complex regulatory pathways. In addition, the presence of genes related to secondary metabolite pathways, such as trihydroxystilbene synthase, naringerin-chalcone synthase, flavonoid biosynthesis, and flavonoid metabolic process suggests the involvement of *VviERF045* in the synthesis and metabolism of phenolic compounds (**Supplementary Figure S3A**).

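The section of Supplementary Table S4 on phosphorylation lists 27 genes, most of them annotated as receptor kinases. In L15, 21 of them were higher, with log2 fold changes between 1.68 and 3.83, and 6 were lower, between -2.58 and -1.72. For 20 of the genes all L15 pools lay above all WT pools, for 6 all lay below, and 1 gene overlapped. The SE of the log2 fold changes ranged from 0.31 to 0.92 and the edgeR adjusted p from 0.261 to 0.634. The range was -2.44 to 3.43 with the replicate number as a block. Many of these genes share an annotation and the start of their identifiers, and where copies are alike the counting could have split their reads, so the level of a single gene is uncertain.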

Nine major GO categories came out enriched by applying weight count versus classic count in Fisher’s enrichment test by using TopGO (Alexa et al., 2006): protein phosphorylation (Supplementary Table S4), wax biosynthetic process, response to endogenous stimulus, cotyledonal vascular tissue/pattern formation, drug transmembrane transport, jasmonic acid biosynthesis, response to salt stress (Supplementary Table S4), defense response to bacterium (Supplementary Table S4), and negative regulation of endopeptidase activity (**Supplementary Figure S3B**).

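Among the sections of Supplementary Table S4 behind these categories, the 4 protease inhibitor genes listed under negative regulation were all higher in L15, with log2 fold changes between 2.00 and 4.11 and edgeR adjusted p between 0.261 and 0.56. The 7 genes of drug transmembrane transport were all lower, between -2.82 and -1.59, and all L15 pools lay below all WT pools for each of them. In the section on the response to salt stress, 15 of the 25 genes were higher and 10 were lower in L15, with log2 fold changes from -4.16 to 5.69. The pools of the genotypes overlapped for 4 of these 25 genes, 13 lay above and 8 below. Of the 6 genes listed under the wax biosynthetic process, 1 was higher and 5 were lower, and 3 of the 6 passed the study's thresholds in the counts.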

### Analysis of Metabolites

We measured 56 phenolic secondary metabolites (**Supplementary Figure S4**), including chlorophyll a and b and total carotenoids (**Figure 3C**), hydroxycinnamic acids, benzoic acids, stilbenes, flavonols, flavan-3-ols and anthocyanins (**Figure 5A**) and lipids (**Figure 6A**) for the all five transgenic lines and WT (Supplementary Table S3). To have a general idea of the dispersion of the metabolic data, a PCA was computed for all the metabolites (**Supplementary Figure S4**). In this analysis the WT and the L6 plants were the most separated groups, whereas the other lines showed an intermediate position. Thus, the metabolomic study confirmed the extreme behavior of L6 line observed in the phenotypic characterization.

**FIGURE 5:**
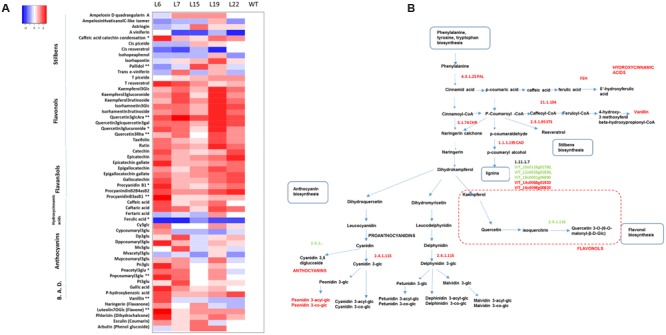
**Phenylpropanoid content in *VviERF045* overexpressing lines. (A)** Heatmap representation for phenylpropanoids content in the transgenic lines. For each metabolite, values are scaled by subtracting the WT mean value and dividing by the SD. (^∗^) and (^∗∗^) respectively indicates significant differences (*p* < 0.05), and highly significant differences (*p* < 0.01). A legend with the color scale is reported on the top left part. B.A.D., Benzoic acid derivative. **(B)** Transcripts involved in their biosynthesis. 4.3.1.25 Phenylalanine ammonium lyase (PAL) (*VIT_16s0039g01170, VIT_16s0039g01240, VIT_16s0039g01280, VIT_16s0039g01300, VIT_16s0039g01360*), 1.1.1.195 cinnamyl-alcohol dehydrogenase (CAD), (*VIT_03s0110g00310, VIT_13s0064g00270*), ferulate 5-hydroxylase (F5H) *(VIT_17s0000g03930*), 2.3.1.74 Chalcone reductase (CHR) (*VIT_01s0011g06440*), 21.1.104 Caffeoyl-CoA *O*-methyltransferase 1 (*VIT_07s0031g00350*), 1.11.1.7 peroxidase (*VIT_12s0028g01830, VIT_14s0068g01920, VIT_10s0116g01780, VIT_18s0001g06890, VIT_16s0098g00820*), 2.3.1.95 STS (stilbene synthase) (*VviSTS2, VviSTS3, VviSTS5, VviSTS6, VviSTS7, VviSTS10, VviSTS13, VviSTS15, VviSTS17, VviSTS18, VviSTS19, VviSTST20, VviSTST21, VviSTST25, VviSTS25, VviSTS28, VviSTS29, VviSTS30, VviSTS31, VviSTST37, VviSTST38, VviSTST39, VviSTST42, VviSTS46, VviSTS47* (Vannozzi et al., 2012). 2.3.1.116 Quercetin 3-*O*-glucoside-6″-*O*-malonyltransferase (*VIT_12s0134g00630*). 2.4.1.115 anthocyanidin 3-*O*-glucosyltransferase (*VIT_03s0017g02110, VIT_16s0022g01970*), 2.4.1- UDP-glucose (*VIT_18s0041g00830, VIT_18s0041g00840, VIT_18s0041g00930, VIT_18s0041g01010, VIT_16s0050g01680*). Green color means down-regulated gene, red color up-regulation.

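VIT_12s0134g00630 (a quercetin glucoside malonyltransferase) had 5.38 ± 1.74 CPM in L15 and 22.7 ± 2.81 CPM in WT, a log2 fold change of -2.08 (SE 0.35, edgeR adjusted p = 0.312). The 5 UDP-glucose glucosyltransferase genes, annotated as anthocyanidin 5,3-O-glucosyltransferases, had log2 fold changes between -2.57 and -1.46. Their SE lay between 0.40 and 0.60 and their edgeR adjusted p between 0.319 and 0.599. Each of the 5 was lower in every L15 pool than in every WT pool. VIT_18s0041g00830 and VIT_18s0041g00840, which share an annotation and whose reads the counting could have split, had 7.93 ± 3.76 and 8.33 ± 4.49 CPM in L15 against 40.7 ± 28.9 and 49.4 ± 30.3 CPM in WT. Chalcone reductase (VIT_01s0011g06440) rose from 2.08 ± 1.73 CPM in WT to 16.6 ± 9.08 CPM in L15, a log2 fold change of 2.99 (SE 0.75, edgeR adjusted p = 0.494).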

**FIGURE 6:**
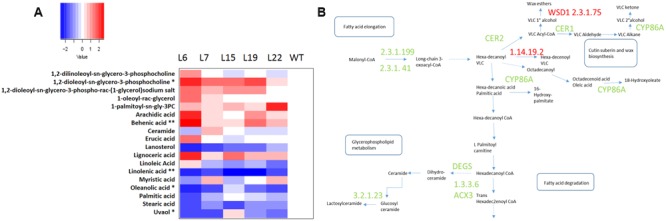
**Lipid content in *VviERF045* overexpressing lines. (A)** Heatmap representation for lipids content in the transgenic lines and WT. (^∗^) and (^∗∗^) indicates significant differences (*p* < 0.05), and highly significant differences (*p* < 0.01) for ANOVA and Tuckey’s tests, respectively. A legend with the color scale is reported on the top left part. **(B)** Transcripts involved in Fatty acid biosynthesis. 2.3.1.199 (LACS), 2.3.1.41 Beta-ketoacyl-CoA synthase (*VIT_00s0179g00380, VIT_16s0050g00830, VIT_01s0011g03490*), 1.14.19.2 (*VIT_02s0012g02500*) Acyl-[acyl-carrier-protein] desaturase, 1.3.3.6 Acyl-CoA oxidase (ACX3) (*VIT_02s0012g02920*), 3.2.1.23 beta-galactosidase (*VIT_00s0404g00010*), Sphingolipid delta 4 desaturase (DEGS) (*VIT_00s0583g00030*) Sphingolipid delta 4 desaturase DES-1, CYP86A (*VIT_02s0025g03320*), CYP86A (*VIT_07s0031g01680*), CER1 Eceriferum 1 Sterol desaturase (*VIT_15s0021g00050*), CER2 (*VIT_05s0029g00480*), CER3 (*VIT_08s0007g00390*), 2.3.1.75 WSD1 Wax Synthase desaturase 1 (*VIT_15s0046g00490*) (Yeats et al., 2014). Green color means down-regulated gene, red color means up-regulation.

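Of the further genes drawn in this pathway, the acyl-CoA oxidase VIT_02s0012g02920 had 0.631 ± 0.538 CPM in L15 and 6.32 ± 3 CPM in WT, a log2 fold change of -3.31 (SE 0.74, edgeR adjusted p = 0.454). The beta-galactosidase VIT_00s0404g00010 fell by 1.76 on the log2 scale (SE 0.55, edgeR adjusted p = 0.573), from 4.07 ± 1.07 CPM in WT to 1.21 ± 0.67 CPM in L15. The sphingolipid desaturase VIT_00s0583g00030 had 5.07 ± 1.17 CPM in L15 and 14.3 ± 2.38 CPM in WT, and its log2 fold change of -1.50 (SE 0.34, edgeR adjusted p = 0.454) did not pass the study's threshold with limma-voom. For these 3 genes all L15 pools lay below all WT pools.

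**Figure D2:**
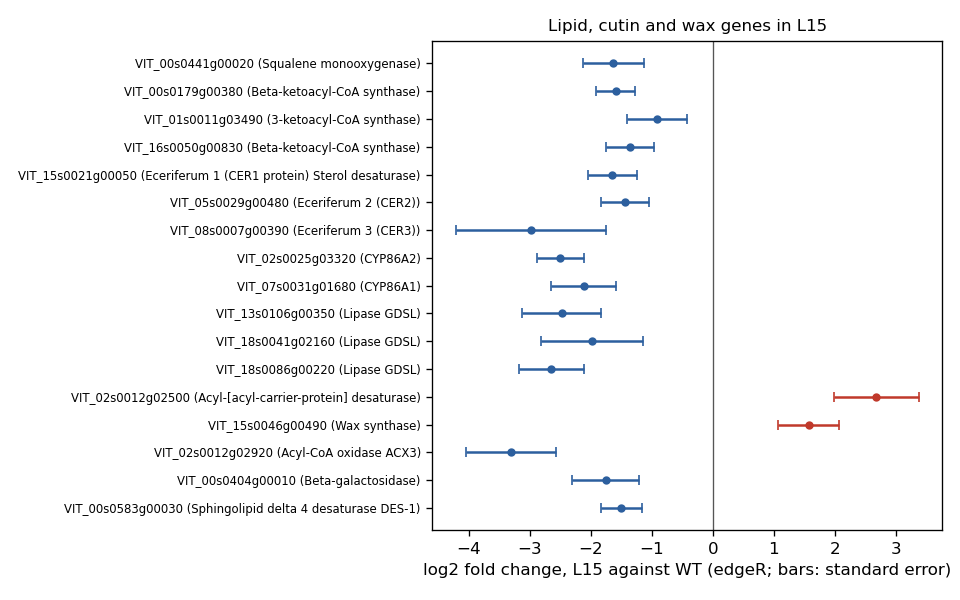
Log2 fold change between L15 and WT of the lipid, cutin and wax genes that the paper names, from edgeR, with bars of 1 standard error. VIT_02s0012g02500 and VIT_15s0046g00490 lie to the right of 0 and the other genes to the left, and the widest bar is that of VIT_08s0007g00390.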

### *VviERF045* Is Involved in Plant Growth and Development

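The sections of Supplementary Table S4 on growth and development hold 8 different genes. In L15, 3 of them were higher, with log2 fold changes between 1.36 and 2.03, and 5 were lower, between -3.67 and -1.42. The L15 pools lay above the WT pools for 1 gene and below them for 4, and the genotypes overlapped for the other 3. The SE ranged from 0.42 to 0.84 and the edgeR adjusted p from 0.309 to 0.758. With the replicate number as a block, the log2 fold changes ranged from -3.68 to 2.10.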

Among the DEGs we found a significant number of genes whose *Arabidopsis* putative orthologs are involved in growth and development, and more specifically are associated to the development of anatomical structures, the formation of cotyledonal vascular pattern, procambial histogenesis and multidimensional cell growth (Supplementary Table S4).

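The putative ERECTA ortholog, VIT_04s0008g01970, had 2.09 ± 0.991 CPM in L15 and 12.4 ± 8.48 CPM in WT, a log2 fold change of -2.58 (SE 0.64, edgeR adjusted p = 0.494). All L15 pools lay below all WT pools, although the SD among the WT pools was large beside their mean. Leaving out each pool in turn brought the log2 fold change no closer to 0 than -1.94. The paper's value in Supplementary Table S4 is -2.53.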

Noteworthy was *VIT_04s0008g01970*, coding for the putative ortholog of the *ERECTA* (*ER*) gene, which appeared strongly down-regulated in L15. *ER* codes for a leucine-rich repeat receptor-like Ser/Thr kinase that is a major transcriptional regulator with pleiotropic effects on development and plant physiology. It controls plant transpiration efficiency, modulating stomatal opening and CO_2_ fixation (Masle et al., 2005), stomatal density and patterning (Lampard et al., 2008), abaxial-adaxial identity (Qi et al., 2004), petal shape and size (Abraham et al., 2013), ethylene induced hyponastic growth and leaf petiole angle (Van Zanten et al., 2010), leaf area and plant biomass during shade avoidance syndrome (SAS) (Kasulin et al., 2013), and resistance against specific pathogens such as fungi (Häffner et al., 2014). Indeed *er* loss of function mutants show reduced plant size, rounder and shorter leaves, shorter petioles and compact inflorescences in *Arabidopsis*. These features closely resemble those we observed in the lines overexpressing *VviERF045*, namely reduced leaf biomass, leaves with globular surface and different leaf margins and changes in leaf-petiole angle (**Figure 2B**). 

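VIT_18s0001g10160, the putative WOX4 ortholog, had 24.9 ± 5.57 CPM in L15 and 6.11 ± 2.53 CPM in WT. The log2 fold change was 2.03 (SE 0.42, edgeR adjusted p = 0.436), and with the replicate number as a block it was 2.10. Every L15 pool lay above every WT pool, and leaving out each pool in turn gave values between 1.72 and 2.33. The paper's Supplementary Table S4 gives a log2 fold change of 2.09. The paper's text gives about this number as a plain fold change, which would be a smaller induction.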

In L15, *VIT_18s0001g10160*, coding for the putative *WUSCHEL-RELATED HOMEOBOX4* (*WOX4*) grapevine ortholog, was induced twofold with respect to WT plants. *WOX4* is expressed in the pro-cambium and plays an important role in vascular meristem organization. Recent evidence indicated that *ER* participates also in vascular development, acting upstream to *WOX4* (Uchida and Tasaka, 2013), and our results suggest a similar interplay between these genes in grapevine.

### *VviERF045* Regulates Lipid Metabolism As Well As Cuticle and Waxes Synthesis

Our results show that *VviERF045* is functionally linked to lipid metabolism, specifically to the synthesis of cuticle and cuticular waxes. Optical images revealed a different pattern of the lipid distribution on the surface of L6 leaves compared to WT (**Figure 7A**). In the latter, the reddish color was evenly distributed along the cuticular layer that covers the epidermal cells, while in L6 the stain was observed in groups of intracellular droplets, similar to lipid bodies, in the epidermal layers. Scanning Electron Microscopy (Cryo-SEM) confirmed a striking difference in the structure of the epicuticular waxes between the two (**Figure 7B**): the WT cuticle appeared heavily decorated with wax aggregates, while the L6 leaf surface was smooth. The wax decoration in the other transgenic lines was reduced compared to WT.

**FIGURE 7:**
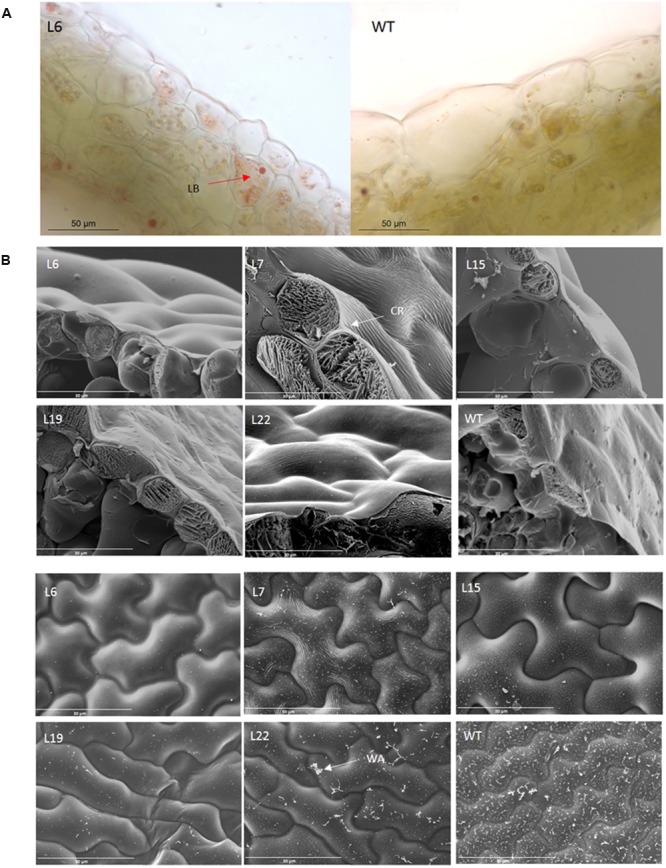
**Microscopic analysis of *VviERF045* overexpressing lines. (A)** Differences in lipids vesicle content in trangenic L6 and WT observed at 50X magnification and by SudanIV staining. LB, lipid bodies. **(B)** Changes in wax load and cuticle surface morphology of the transgenic lines detected by Scanning Electron Microscopy after freeze fracture (CryoSEM). Upper part: images of transversal section of the adaxial leaf surface. WT and L19 show wax deposition. (2000X) CR, Cuticular Ridge. Lower part: images of the adaxial leaf surface (1000X). WA, Wax Aggregates.

**FIGURE 8:**
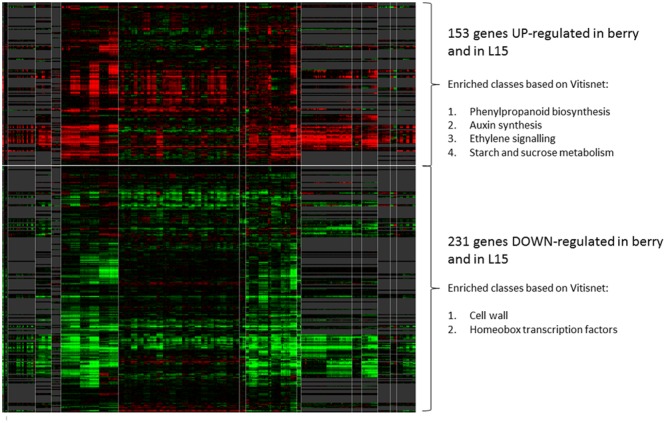
**Expression analysis of DEGs during berry ripening.** Heatmap showing L15-DE genes modulated during berry ripening in 389 condition contrasts derived from 16 experiments relative to berry samples at different developmental stages, between EL 27 and EL 41. The heatmap was produced using the grapevine gene expression compendium VESPUCCI (http://vespucci.colombos.fmach.it/). Genes up-regulated or down-regulated in ripe berry are grouped respectively in the upper or lower part of the heatmap. The white vertical lines delimit the different experiments to which the selected contrasts belong. On the right, some enriched categories (Vitisnet) within the up- or down-regulated genes are listed.

The lipid composition of leaf samples was analyzed to further understand the observed alterations at the cuticular level. Six lipid compounds belonging to the classes of fatty acids, sterols, glycerolipids, glycerophospholipids and sphingolipids appeared significantly modulated (**Figure 6A**). The steroid-like lanosterol was at a higher concentration in WT and diminished in transgenic lines proportionally to *VviERF045* expression (**Figure 6A**). Lanosterol is known to be a component of the tomato cuticular waxes. In the *lcer6* mutant, an increase of lanosterol together with other sterols and triterpenic cycles, was accompanied by a proportional decrease in long chain alkanes (Leide et al., 2007). This result is in line with the down-regulation in L15 of a squalene monoxigenase (*VIT_00s0441g00020*), involved in the oxidation of squalene to squalene epoxide, the precursor for lanosterol biosynthesis (**Figure 6B**).

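The squalene monooxygenase VIT_00s0441g00020 had 3.04 ± 1.84 CPM in L15 and 9.44 ± 2.33 CPM in WT. Its log2 fold change was -1.63 (SE 0.50, edgeR adjusted p = 0.566), all L15 pools lay below all WT pools, and the value stayed between -2.26 and -1.39 with each pool left out in turn.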

Cuticular waxes are made of very-long-chain (VLC) fatty acids (FAs), synthesized starting from plastidial C16-C18 FAs, elongated into VLCFAs in the endoplasmic reticulum membrane, and subsequently modified into primary alcohols and wax esthers (**Figure 6A**, Yeats and Rose, 2013). Several genes involved in FA elongation and wax biosynthesis (*VIT_00s0179g00380, VIT_01s0011g03490, VIT_16s0050g00830*) were expressed at lower level in the L15 transgenic line (Supplementary Table S4), implying *VviERF045* overexpression reduces long FA and wax content. 

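VIT_00s0179g00380 had 3.81 ± 0.238 CPM in L15 and 11.4 ± 0.911 CPM in WT, a log2 fold change of -1.59 (SE 0.32, edgeR adjusted p = 0.425), with little spread between pools. VIT_16s0050g00830 fell by 1.36 on the log2 scale (SE 0.39, edgeR adjusted p = 0.553), from 35.2 ± 4.38 CPM in WT to 13.7 ± 6.51 CPM in L15. VIT_01s0011g03490 had 2.91 ± 1.48 CPM in L15 and 5.44 ± 0.724 CPM in WT, and its log2 fold change of -0.91 (SE 0.49, edgeR adjusted p = 0.732) was less than 2 times its SE. The paper's values for the 3 genes, in this order, are -1.61, -1.51 and -1.17. All L15 pools lay below all WT pools for each gene, and of the 3 only VIT_00s0179g00380 passed the study's thresholds with limma-voom in the counts. In the paper's reasoning, the lower expression of these genes implies a reduction of long fatty acids and waxes by VviERF045 overexpression.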

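Expression of VIT_15s0021g00050, the putative CER1 ortholog, was 5.72 ± 1.85 CPM in L15 and 17.9 ± 5.81 CPM in WT, with a log2 fold change of -1.65 (SE 0.40, edgeR adjusted p = 0.494). For VIT_05s0029g00480, the putative CER2 ortholog, it was 2.86 ± 0.657 CPM in L15 and 7.79 ± 1.4 CPM in WT, with a log2 fold change of -1.44 (SE 0.39, edgeR adjusted p = 0.505). Both genes were lower in all L15 pools than in any WT pool. With each pool left out in turn, the log2 fold change stayed between -1.93 and -1.42 for the CER1 ortholog and between -1.59 and -1.27 for the CER2 ortholog.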

Down-regulation was observed for the putative orthologs of the *Arabidopsis CER1* and *CER2* genes, the grapevine genes *VIT_15s0021g00050* and *VIT_05s0029g00480*. The *cer1* mutant of *Arabidopsis* is blocked in the conversion of stem wax C30 aldehydes to C29 alkanes, leading to a lack of secondary alcohols and ketones. This biochemical impairment results in a reduced wax load on the leaf surface of the *cer1* mutants (Bourdenx et al., 2011), resembling the cuticular phenotype we observed in the transgenic lines in this study. The closest sequence to *VIT_05s0029g00480* is *CER26*, the homologue of *CER2*, which encodes for an acyl-transferase enzyme involved in the elongation process of C28 FAs (Pascal et al., 2013). *VIT_08s0007g00390*, similar to the *Arabidopsis PROTEOLYSIS 6* (*PRT6*), was less expressed in the L15 line. *prt6* mutants are impaired in lipid degradation and retain oil bodies in the cells, similar to the ones observed in the external layers of the L6 leaves in our analysis (**Supplementary Figure S6**) (Holman et al., 2009). 

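VIT_08s0007g00390 had 20, 28 and 70 counts in L15 replicates 1 to 3 and 78, 38 and 1247 counts in WT replicates 1 to 3, so that a single WT pool held most of the counts. The means were 0.912 ± 0.401 CPM in L15 and 7.28 ± 10.8 CPM in WT, and the pools of the genotypes overlapped. The log2 fold change of -2.99 (SE 1.23, edgeR adjusted p = 0.656) became -0.21 without WT replicate 3. With the replicate number as a block it was -1.68, and the paper's value in Supplementary Table S4 is -1.65.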

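VIT_02s0025g03320 had 6.6 ± 2.5 CPM in L15 and 37.3 ± 7.45 CPM in WT, a log2 fold change of -2.50 (SE 0.38, edgeR adjusted p = 0.261). The other cytochrome P450 gene, VIT_07s0031g01680, fell by 2.12 on the log2 scale (SE 0.53, edgeR adjusted p = 0.494), from 77.8 ± 11.3 CPM in WT to 17.9 ± 11 CPM in L15. Both were lower in every L15 pool than in every WT pool. The values come from L15, the only transgenic line sequenced.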

The cytochrome P450 genes *VIT_02s0025g03320* and *VIT_07s0031g01680* were found down-regulated in *VviERF045* overexpressing lines. *VIT_02s0025g03320* belongs to the CYP86A subfamily, known to have ω-hydroxylase activity on midchain FAs (Yeats and Rose, 2013). The similar *Arabidopsis* gene *LACERATA* was reported to be involved in cutin biosynthesis (Wellesen et al., 2001). The most similar sequence to *VIT_07s0031g01680* in *Arabidopsis* belongs to the CYP96A subfamily, which includes MIDCHAIN ALKANE HYDROXYLASE 1 (MAH1, CYP96A15), an enzyme of the decarbonylation pathway catalyzing the synthesis of cuticular wax secondary alcohols and ketones from VLC alkanes (Greer et al., 2007). 

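The GDSL lipase VIT_18s0086g00220 had 4.22 ± 2.16 CPM in L15 and 26.4 ± 10.5 CPM in WT (log2 fold change -2.65, SE 0.53, edgeR adjusted p = 0.425). VIT_13s0106g00350 had 9.24 ± 7.43 CPM in L15 and 51.7 ± 29.2 CPM in WT (log2 fold change -2.48, SE 0.65, edgeR adjusted p = 0.504). For VIT_18s0041g02160 the pools of the genotypes overlapped, with 8.42 ± 8.33 CPM in L15 and 33.3 ± 20.2 CPM in WT (log2 fold change -1.98, SE 0.84, edgeR adjusted p = 0.66).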

L15 plants also displayed lower expression of three lipases belonging to the GDSL family (*VIT_13s0106g00350, VIT_18s0041g02160, VIT_18s0086g00220*). Members of this large gene family appear to have a broad range of activities in the regulation of plant development, morphogenesis, synthesis of secondary metabolites, and defense response (Chepyshko et al., 2012). Recently, specific members within the family have been shown to play a role in cutin synthesis by catalyzing the formation of cutin ester oligomers (Yeats et al., 2014).

The only two genes of the wax biosynthetic pathway which resulted up-regulated in L15 were *VIT_02s0012g02500* and *VIT_15s0046g00490*, encoding for a putative stearoyl-acyl carrier protein-desaturase (S-ACP-DES) and a putative wax synthase/diacylglycerol acyltransferase 1 (WSD1), respectively (**Figure 6A**). 

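The putative stearoyl-acyl carrier protein desaturase VIT_02s0012g02500 was low in both genotypes, with 1.27 ± 0.387 CPM in L15 and 0.196 ± 0.0989 CPM in WT, a log2 fold change of 2.68 (SE 0.70, edgeR adjusted p = 0.504). The putative wax synthase VIT_15s0046g00490 had 56.5 ± 3.83 CPM in L15 and 19 ± 12.4 CPM in WT, a log2 fold change of 1.57 (SE 0.50, edgeR adjusted p = 0.575). Both genes were higher in every L15 pool than in every WT pool. The log2 fold change of the wax synthase ranged from 1.20 to 2.19 with each pool left out in turn.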

In plants, S-ACP-DESs tune the ratio of saturated to monounsaturated FAs (Kachroo et al., 2007). In *Arabidopsis*, WSD1 is responsible for the esterification of VLC primary alcohols to long chain wax esthers using C16 FAs as substrates (Li et al., 2008).

As our results pointed toward a role of *VviERF045* in regulating cuticle biosynthesis, we compared the effects of its overexpression with those described for the major known regulators, namely the *SHINE* gene family and some specific *MYB* TFs. *WAX INDUCER1/SHINE1* (*WAX1/SHN1*) was the first TF identified (Aharoni et al., 2004). It is an ERF sequence of clade V, whose overexpression gives rise to dwarf plants with curved and glossy leaves, lower stomata density, thicker cutin and higher wax density. The cauline leaves of the gain of function mutant *shine* display cuticular ridges similar to those here reported on the L7 leaves (Aharoni et al., 2004; Kannangara et al., 2007). When *SHN1* and the other two closely related members *SHN2* and *SHN3* were silenced, *Arabidopsis* plants exhibited, among other phenotypic traits, a decrease in cutin load (Shi et al., 2011), and changes in cuticle structure and lipid composition have also been demonstrated in tomato (Shi et al., 2013). SHINE regulators exert their function by acting on several cuticle- and epidermis-associated genes, including *CYTOCHROME P450s, GSDL-type LIPASES, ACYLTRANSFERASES, LONG CHAIN ACYL_CoA SYNTHASES, CER1* and *CER2* (Kannangara et al., 2007; Shi et al., 2011, 2013). Genes with similar functions were down-regulated in L15 transgenic plants, as reported above.

AP2-containing TFs can be either activators or repressors depending on the effect on transcription of specific target genes. Transcriptional repressors are further classified as active or passive repressors: active repressors contain a repression domain (RD), which allows these proteins to actively prevent transcription of a target gene; passive repressors do not have an RD and suppress transcription by competing with transcriptional activators for binding to the target sequence (Licausi et al., 2013). *VviERF045* can not be classified as an active repressor because its sequence does not display a RD. The cuticular phenotype of the lines, as revealed by microscopical investigation, as well as the negative regulation of the cuticle- and wax-related genes in L15, are similar to those reported for *SHINE* silenced lines of *Arabidopsis* and tomato, indicating *VviERF045* as a potential passive repressor. 

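VIT_09s0002g06750 had 26, 70 and 16 counts in L15 replicates 1 to 3 and 426, 222 and 156 counts in WT replicates 1 to 3. Its level was 1.13 ± 1.17 CPM in L15 and 4.74 ± 3 CPM in WT, with a log2 fold change of -2.09 (SE 0.86, edgeR adjusted p = 0.656). VIT_04s0008g05440 had 14 ± 4.18 CPM in L15 and 60.9 ± 42.3 CPM in WT, with a log2 fold change of -2.12 (SE 0.66, edgeR adjusted p = 0.573). The pools of the genotypes overlapped for both genes. With the replicate number as a block, the log2 fold changes were -2.47 and -1.77. Leaving out each pool in turn kept the direction, with values between -3.38 and -1.46 for the first gene and between -2.60 and -1.67 for the second.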

In particular VviERF045 might negatively regulate *VviERF042* encoded by VIT_09s0002g06750 and VviERF044 encoded by VIT_04s0008g05440, which are down-regulated in L15 (Supplementary Table S4). Interestingly, *VviERF042* and *VviERF044* are the putative horthologues of the *Arabidopsis SHINE1* and *SHINE3* genes, whose silencing leads to a decrease in cutin load and to changes in cell wall structure (Shi et al., 2011) similar to the ones observed in the transgenic lines of this study.

The FA chain α-linolenic acid is also the precursor of the phytohormone Methyl Jasmonate (MeJA) via the action of a lipoxygenase and a jasmonate *O*-methyltransferase. In L15 we found up-regulated the genes encoding for these two enzymes *(VIT_06s0004g01470* and *VIT_14s0006g02170*), as well as for a MeJA esterase *(VIT_00s0253g00090)*, catalyzing the inverse reaction from MeJA to JA (**Supplementary Figure S6**). 

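The lipoxygenase VIT_06s0004g01470 had 3.06 ± 0.966 CPM in L15 and 0.797 ± 0.65 CPM in WT, a log2 fold change of 1.94 (SE 0.72, edgeR adjusted p = 0.631). The jasmonate O-methyltransferase VIT_14s0006g02170 rose by 1.72 (SE 0.51, edgeR adjusted p = 0.565), from 3.71 ± 1.64 to 12.3 ± 5.35 CPM. The methyl jasmonate esterase VIT_00s0253g00090 had 1.53 ± 0.304 CPM in L15 and 0.291 ± 0.0532 CPM in WT, a log2 fold change of 2.38 (SE 0.59, edgeR adjusted p = 0.494). For the 3 genes all L15 pools lay above all WT pools.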

MeJA and JA are considered to be defense-related hormones and they do not seem to play a major role during berry ripening. It is not clear if the observed induction of the MeJA biosynthetic genes in L15 is related to the stress induced by the expression of the transgene or to direct regulatory effect of *VviERF045*.

### *VviERF045* Modulates Genes Involved in Secondary Metabolic Processes

Phenolics are a large and complex group of secondary metabolites with chemical properties that contribute to pigmentation and defense against several biotic and abiotic stresses in grapes (Ali et al., 2010). Their biosynthesis starts from the amino acid phenylalanine which is converted into a vast array of molecules belonging to the major classes of the phenylpropanoids (hydroxycinnamic acids, stilbenes and lignins) and of the flavonoids (flavonols, proanthocyanidins and anthocyanins) (**Figure 5B**).

Several DEGs belonging to the phenylpropanoid and flavonoid biosynthetic pathway (Supplementary Table S4) encode for enzymes often positioned at the branching point of the pathway. 

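The sections of Supplementary Table S4 on phenylpropanoids, lignins and hydroxycinnamic acids, stilbene synthases, flavonoids and anthocyanins list 39 different genes. In L15, 34 of these were higher and 5 lower, with SE between 0.35 and 1.10. The L15 pools lay above the WT pools for 33 genes and below them for 5, and 1 gene overlapped. Leaving the 23 stilbene synthases aside, 11 of the remaining 16 genes were higher and 5 lower. In the fit with the replicate block, the values of the 39 genes ranged from -2.22 to 3.15.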

In agreement with the overall increases in phenolic compound concentration in the transgenic lines, the majority of related DEGs also were up-regulated (Supplementary Table S4, **Figure 5B**). This includes the induction of five *PHENYLALANINE AMMONIA-LYASE* (*PAL*) encoding genes (*VIT_16s0039g01170, VIT_16s0039g01240, VIT_16s0039g01280, VIT_16s0039g01300 and VIT_16s0039g01360*), which catalyze the conversion of L-phenylalanine to *trans*-cinnamic acid and ammonia. 

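The log2 fold changes of the 5 PAL genes were 2.74 (SE 0.77) for VIT_16s0039g01170, 3.51 (SE 1.10) for VIT_16s0039g01240, 3.31 (SE 0.81) for VIT_16s0039g01280, 2.96 (SE 0.79) for VIT_16s0039g01300 and 2.92 (SE 0.83) for VIT_16s0039g01360, with edgeR adjusted p between 0.494 and 0.573. Each gene was higher in every L15 pool than in every WT pool, but the L15 pools differed widely. VIT_16s0039g01170 had 100, 418 and 191 counts in L15 replicates 1 to 3, although replicate 2 had the lowest total, and 50, 44 and 88 counts in WT replicates 1 to 3. Its level was 6.87 ± 6.85 CPM in L15 and 1.02 ± 0.343 CPM in WT. The replicate block gave log2 fold changes between 2.26 and 2.85 for the 5 genes. The genes share an annotation and the counting could have split their reads, so their single levels are uncertain.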

Among the DEGs there are also genes known to affect lignin amount and composition, suggesting that this metabolic class was likely induced as indicated by the high level of vanillin in L6 (Vanholme et al., 2010). In particular, different genes coding for cinnamyl-alcohol dehydrogenases (CADs), ferulate 5-hydroxylase (F5H), caffeoyl-CoA *o*-methyltransferase (COMT1) and several peroxidases were induced in L15 (**Figure 5B**). It is interesting to note that *SlSHN3* silenced tomato lines showed a thicker cell wall of the epidermal cells, and that Ambavaram et al. (2011) reported that *AtSHN2* controls secondary cell wall biosynthesis (lignin and cellulose) acting on *CAD* genes (Ambavaram et al., 2011), observations that support *VviERF045* acting as a *SHINE* factor.

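The cinnamyl-alcohol dehydrogenases VIT_03s0110g00310 and VIT_13s0064g00270 had log2 fold changes of 2.79 (SE 0.78, edgeR adjusted p = 0.538) and 1.69 (SE 0.44, edgeR adjusted p = 0.501). The ferulate 5-hydroxylase VIT_17s0000g03930 rose by 3.06 (SE 0.78, edgeR adjusted p = 0.494), from 0.111 ± 0.069 to 0.943 ± 0.259 CPM. The gene VIT_07s0031g00350, which the paper lists as COMT1, had 15.2 ± 6.01 CPM in L15 and 45.4 ± 22.8 CPM in WT, a log2 fold change of -1.58 (SE 0.48, edgeR adjusted p = 0.566). Of the 5 peroxidase genes, 2 were higher and 3 lower in L15. VIT_16s0098g00820 had a log2 fold change of 4.20 (SE 1.04), with 71.4 ± 89.2 CPM in L15 and 3.89 ± 2.37 CPM in WT. It had 7272, 419 and 1391 counts in L15 replicates 1 to 3, and its log2 fold change was 2.36 without L15 replicate 1. VIT_14s0068g01920 had a log2 fold change of 1.50 (SE 0.55). VIT_10s0116g01780, the most abundant of the 5, had 523 ± 205 CPM in L15 and 1690 ± 226 CPM in WT, a log2 fold change of -1.69 (SE 0.47). VIT_12s0028g01830 and VIT_18s0001g06890 had log2 fold changes of -2.56 (SE 0.38) and -2.16 (SE 0.50). The edgeR adjusted p of the peroxidases ranged from 0.261 to 0.627. For each of the 9 genes the L15 pools lay on 1 side of the WT pools. No direction changed under another scaling or with a pool left out, which the separated pools largely fix in advance, so this shows no stability.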

Twenty-three stilbene synthase (STS) genes appeared positively associated to *VviERF045* over-expression. 

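All 23 stilbene synthase genes were higher in L15 than in WT, with log2 fold changes between 1.52 and 2.49 and a median of 1.89. The SE ranged from 0.37 to 0.70 and the edgeR adjusted p from 0.425 to 0.644. For 22 of the genes all L15 pools lay above all WT pools, and for VIT_16s0100g00810 they overlapped. VIT_16s0100g01000 had the highest mean in L15, with 57.8 ± 42.2 CPM against 15.2 ± 7.14 CPM in WT. VIT_16s0100g00830 had the smallest SE, with 23.3 ± 6.56 CPM in L15 and 6.37 ± 1.74 CPM in WT. In the fit with the replicate block, the family ranged from 1.58 to 2.50. Without L15 replicate 1, whose counts per mapped read differ from those of the other pools, the median was 2.03 and the 23 genes stayed higher. The members belong to 1 gene family, and the counting could have split the reads of alike copies, so the single levels are uncertain and the 23 values are not independent measurements.

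**Figure D3:**
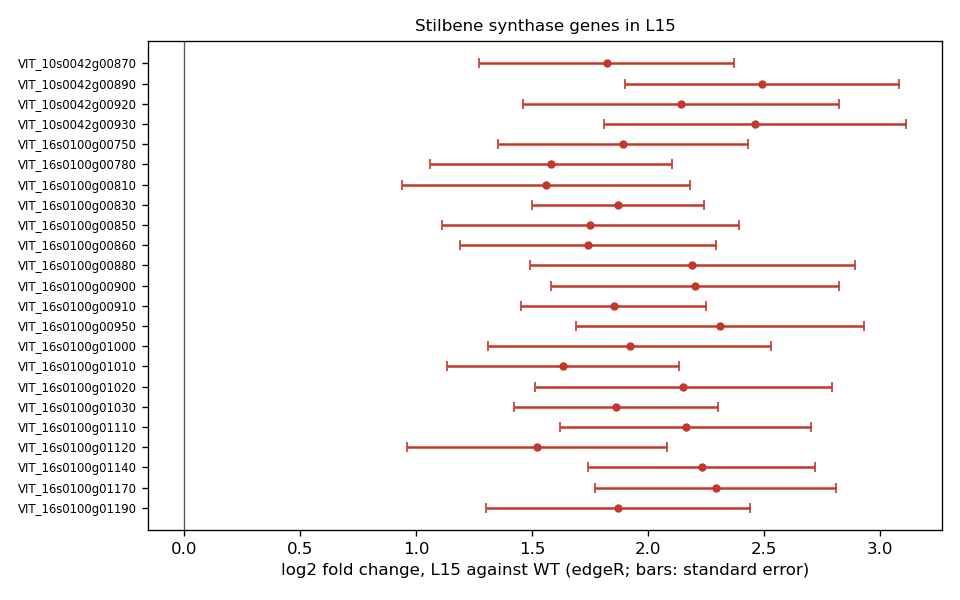
Log2 fold change between L15 and WT of the 23 stilbene synthase genes listed in Supplementary Table S4, from edgeR, with bars of 1 standard error. The points lie between 1.52 and 2.49, to the right of 0.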

*STSs* form a rather expanded gene family in grapevine, including at least 33 members (Vannozzi et al., 2012), and they produce the basic stilbene structure, *trans*-resveratrol, from one *p*-coumaroyl-CoA and three malonyl-CoA molecules. *Trans*-resveratrol can then be modified by hydroxylation, methylation, glycosylation, or condensation of more units to form the ample class of stilbenoids, which represent the major antimicrobial phenolic compounds in grapevine (Jeandet et al., 2002; Malacarne et al., 2011). These compounds are also produced upon abiotic stresses such as UV-light, salinity stress (Ismail et al., 2012), and during leaf senescence and fruit ripening (Gatto et al., 2008).

The only highly accumulated stilbene common to all transgenic lines was the glucoside derivative of *t*-resveratrol, *trans*-piceide, but in L15 and L19 also the monomers *cis*-piceide, isorhapontin, astringin and the dimers pallidol and ampelopsin D exhibited higher levels than in WT plants. Since polymeric forms of resveratrol are usually produced during fungal attacks (Malacarne et al., 2011), this might indicates that *VviSTS* up-regulation in L15 was mainly driven by a more general stress (Cuendet et al., 2000). In grapes, flavan 3-ols are mainly present in skin and seed tissues, where they accumulate before véraison. In vegetative organs, their content constantly increases during leaf development, but their synthesis decreases in old leaves (Bogs et al., 2005). They are found as monomers, namely catechin, epicatechin and epicatechin 3-*O*-gallate, as well as oligomers, and polymers called proanthocyanidins (PA), also known as condensed tannins. In our transgenic lines, compounds of this class, either in monomeric or dimeric form (procyanidin B), or condensed to caffeic acid, were clearly found at higher concentration than in WT (**Figure 5A**). As flavan 3-ols appear to function in resistance against various biotic and abiotic stresses, including UV irradiation by decreasing oxidative stress (Hammerbacher et al., 2014), it is likely that the transgenic lines face a more stressful situation than WT plants, due, for example, to cuticle impairment and to reduced photosynthetic capacity.

In our experiment, a significant higher content of peonidin *p*-coumaryl3glu and to a lesser extent of the glycosylated forms of cyanidin, delphinidin and malvidin, were observed in most transgenic lines (**Figure 5A**). The glycosylated forms of the flavonols quercetin and isorhamnetin displayed a similar behavior. Where the main role of anthocyanins in grapes is the red berry pigmentation to attract animals for seed dispersal, the main function of flavonols is UV-protection. Both classes are antioxidant molecules induced during different stresses, which might be the main reason of their increase in the transgenic over-expression lines. 

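The anthocyanidin 3-O-glucosyltransferase VIT_03s0017g02110 had 42 ± 11.3 CPM in L15 and 13.1 ± 7.97 CPM in WT, a log2 fold change of 1.69 (SE 0.57, edgeR adjusted p = 0.616). The other anthocyanidin 3-O-glucosyltransferase, VIT_16s0022g01970, had 0.57 ± 0.161 CPM in L15 and 2.92 ± 1.81 CPM in WT, a log2 fold change of -2.35 (SE 0.63, edgeR adjusted p = 0.513). It was lower in all L15 pools than in any WT pool, and its value stayed between -2.65 and -1.72 with each pool left out in turn. The paper's value for it in Supplementary Table S4 is -2.20. The 5 UDP-glucose glucosyltransferase genes, annotated as anthocyanidin 5,3-O-glucosyltransferases, were lower in L15 too, with log2 fold changes between -2.57 and -1.46. The 5 MATE genes had log2 fold changes between -2.82 and -1.68, with edgeR adjusted p between 0.309 and 0.656. VIT_11s0052g01560, the most abundant of them, had 34.5 ± 11.3 CPM in L15 and 128 ± 27 CPM in WT.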

In case of the anthocyanins, the expression data were congruent with the metabolic data for two anthocyanidin 3-*o*-glucosyltransferases up-regulated in L15 (*VIT_03s0017g02110, VIT_16s0022g01970*, Supplementary Table S4), but less coherent for five *MATE* genes (*VIT_11s0052g01560, VIT_11s0052g01540, VIT_07s0031g00750, VIT_00s0225g00080, VIT_11s0052g01500* Supplementary Table S4), which were down-regulated. This grapevine protein family plays a role in the H^+^-dependent transport of acylated anthocyanins into the vacuole (Gomez et al., 2009), and the observed down-regulation possibly indicates a problem with the vacuolar storage of these molecules.

Another important class of secondary metabolites affected in the transgenic over-expressing lines was the photosynthetic pigments, namely chlorophylls and carotenoids. As expected from the pale leaf color, the analysis of chlorophylls and carotenoids confirmed a much lower concentration in the transgenic lines, with a minimum in L6 (**Figure 3C**). During fruit ripening the photosynthetic apparatus is dismantled (Lijavetzky et al., 2012), and our results suggest that *VviERF045* might play such a role in the berries. In *Arabidopsis COP1-INTERACTING PROTEIN 7* (*CIP7*) is involved in light-dependent anthocyanin and chlorophyll accumulation (Yamamoto et al., 1998). 

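VIT_00s1306g00010, the putative CIP7 gene, had 18 ± 11.3 CPM in L15 and 64.3 ± 35.1 CPM in WT. The log2 fold change was -1.84 (SE 0.61, edgeR adjusted p = 0.611), all L15 pools lay below all WT pools, and the value ranged from -2.37 to -1.30 with each pool left out in turn.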

The putative *CIP7* gene of grapevine (*VIT_00s1306g00010*) was down-regulated in our study, as confirmed by RT-qPCR (**Supplementary Figure S2**). This gene was reported to be down-regulated at véraison in five red Italian varieties (Palumbo et al., 2014), as well as during post harvest withering (Fasoli et al., 2012). 

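The 3 ferritin genes were lower in L15. VIT_08s0058g00410 had 33.9 ± 8.32 CPM in L15 and 110 ± 45.3 CPM in WT, VIT_08s0058g00430 had 14.1 ± 2.09 and 48.3 ± 21.1 CPM, and VIT_08s0058g00440 had 8.75 ± 1.95 and 30.2 ± 16.3 CPM. The log2 fold changes were -1.70, -1.78 and -1.79 (SE 0.43, 0.42 and 0.48), with edgeR adjusted p between 0.473 and 0.504. All L15 pools lay below all WT pools. All are annotated as ferritins, and the counting could have split their reads.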

Other L15 repressed genes related to chlorophyll metabolism are *FERRITINS* (*VIT_08s0058g00410, VIT_08s0058g00430, VIT_08s0058g00440*), iron-storage proteins involved in the regulation of free iron levels in the cells, whose impairment cause rapid natural senescence with leaf yellowing accompanied by accelerated decrease of maximal photochemical efficiency and chlorophyll degradation (Murgia et al., 2007).

In the transgenic lines, we observed the up-regulation of sesquiterpene synthase genes encoding for delta-cadinene synthase, alpha-farnesene synthase and valencene synthase (Lücker et al., 2004) (**Supplementary Figure S5**). 

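Supplementary Table S4 annotates VIT_18s0001g04710 as a delta-cadinene synthase. It annotates VIT_00s0361g00060, VIT_00s0392g00030 and VIT_00s0392g00060 as alpha-farnesene synthases. All 4 genes were higher in L15. None of the 4 is annotated as a valencene synthase, so a rise of that kind was not checked here. VIT_18s0001g04710 had 13.4 ± 4.21 CPM in L15 and 2.94 ± 1.77 CPM in WT, a log2 fold change of 2.19 (SE 0.55, edgeR adjusted p = 0.494). VIT_00s0361g00060, VIT_00s0392g00030 and VIT_00s0392g00060 had log2 fold changes of 1.78, 2.22 and 1.54 (SE 0.71, 0.67 and 0.54), with edgeR adjusted p between 0.566 and 0.644. All L15 pools lay above all WT pools for the 4 genes. The counts come from L15 alone among the transgenic lines.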

Sesquiterpenes are a class of volatile terpenoids enriched in the epicuticular wax layer of the berry fruit. They act as antimicrobial volatile compounds (Petronilho et al., 2014) and they are induced by pathogenic fungi as well as by elicitors and MeJA (Hampel et al., 2005), but they contribute to the typical flavor of aromatic grape varieties too.

### *VviERF045* in Fruit Ripening

Berry ripening is a complex physiological process under tight regulation, which begins about 8 WAA and proceeds for about 5–6 weeks. From ripening onset, the berry undergoes chlorophyll degradation, accumulation of color, sugar and aroma compounds, organic acid catabolism, and an increase in berry size and elasticity (Coombe and McCARTHY, 2000).

Among the ERF regulatory factors possibly linked to the berry ripening process, identified previously in a microarray experiment on Pinot Noir berries at three developmental stages (Pilati et al., 2007), we selected *VviERF045* for further characterization, since this factor displays a fruit ripening specific expression (**Figure 1**). An important role for *VviERF045*, as major switch in berry ripening, was recently also proposed by Palumbo et al. (2014).

Although our study was not conducted on berries, but in leaves from *in vitro* plants, implying that the results cannot be transferred straightforwardly to the fruit system, we have observed the modulation of several processes in the transgenic overexpressing lines, which are also typical of grape ripening: changes in the epidermis and in the cuticle, a decrease in photosynthetic capacity, and the activation of several defense related genes.

In this study, we collected clear evidence that VviERF045 regulates wax biosynthesis and the morphology of the cuticle and probably of the cell wall in the epidermal cells by modulating a set of specific genes. The phylogenetic proximity of VviERF045 to the SHYNE clade (**Figure 1E**) of ERFs, known to function in cuticle and epidermis patterning, further corroborates this conclusion.

At ripening onset, three processes take place, all of which imply a modification of the outer structures of the epidermal cells and thus possibly the intervention of VviERF045: berry softening, berry expansion (Coombe, 1992), and a reduction in the thickness of cuticular waxes (Rogiers et al., 2004). 

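The endo-beta-glucanase VIT_04s0008g02010 had 2.15 ± 0.827 CPM in L15 and 8.47 ± 3.24 CPM in WT, a log2 fold change of -1.98 (SE 0.50, edgeR adjusted p = 0.494). The expansins VIT_06s0004g04860, VIT_06s0004g07970 and VIT_12s0059g00190 had log2 fold changes of -1.52, -2.56 and -1.57 (SE 0.41, 0.55 and 0.52), with edgeR adjusted p between 0.454 and 0.607. The pectinesterase VIT_11s0016g00330 had 1.67 ± 0.888 CPM in L15 and 9.1 ± 5.17 CPM in WT, a log2 fold change of -2.44 (SE 0.59, edgeR adjusted p = 0.494). For these 5 genes all L15 pools lay below all WT pools. The polygalacturonase VIT_07s0005g01550 had 3.69 ± 2.37 CPM in L15 and 18.7 ± 12.3 CPM in WT, and its pools overlapped (log2 fold change -2.33, SE 0.73, edgeR adjusted p = 0.573).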

In the overexpressing transgenic line L15, genes known to be involved in these berry processes, such as an endo-1,4-beta-glucanase (*VIT_04s0008g02010)* involved in cell wall disassembly (Libertini et al., 2004), three expansins (*VIT_06s0004g04860, VIT_06s0004g07970, VIT_12s0059g00190*), a polygalacturonase PG1 (*VIT_07s0005g01550)*, and a pectinesterase (*VIT_11s0016g00330*) related to berry expansion and skin softening (Deytieux-Belleau et al., 2008), are down-regulated compared to the WT plants. These same genes are induced in the berry, at ripening onset. This might suggest that *VviERF045* down-regulates these enzymes to counterbalance an excessive cell wall disassembling. The post-véraison development of an amorphous layer of cuticular waxes and the observation that deposition of epicuticular wax ceases at véraison as reported in Shiraz berries (Rogiers et al., 2004), is in line with our microscopic analyses (**Figure 7**) and the repression of cuticle and wax biosynthetic genes in L15 (**Figure 6**). With the beginning of berry ripening, the photosynthetic apparatus is dismantled and consequently the photosynthetic capacity of the berry drops dramatically (Pandey and Farmahan, 1977). *VviERF045* could contribute to this switch-off in virtue of its effect on chlorophylls and carotenoids content (**Figure 3**), and the down-regulation of genes important for chlorophyll accumulation, like *CIP7* and *FERRITINs*.

Many pathogen-resistance genes appear modulated by *VviERF045* (Supplementary Table S4), suggesting its action also increases plant defense via activation of the basic immune defense system. 

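The sections of Supplementary Table S4 on defense list 19 genes, of which 13 were higher and 6 lower in L15. Their log2 fold changes ranged from -4.16 to 2.87, with edgeR adjusted p between 0.437 and 0.708. For 10 of the genes all L15 pools lay above all WT pools, for 5 they lay below, and 4 overlapped. The 6 genes of the table whose annotation names a pathogenesis-related protein or a receptor kinase related to one were all higher in L15, between 1.53 and 2.87, with SE between 0.41 and 0.96 and with 1 gene overlapping.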

Among the proteins that change their levels of expression during berry ripening, there are many pathogenesis-related proteins (PRs). PRs are highly abundant at ripening and generally lowly expressed or absent in unripe berries. The presence of this class of proteins in healthy fruit suggests that they may play a role in fruit development, or that they are part of a pre-emptive defense when softening and sugar accumulation make fruit attractive targets for pathogens (Davies and Robinson, 2000).

To further corroborate the importance of the obtained results in understanding berry ripening regulation, we ran *in silico* analyses taking advantage of the grapevine gene expression compendium VESPUCCI (Moretto et al., 2016). We looked whether the 563 DEGs modulated in the L15 to WT plants comparison, were expressed in the berry during ripening, in order to gain insights about their role in the process. Five hundred and forty five DEGs (18 genes were not unique in the database) were analyzed in 389 condition contrasts (Supplementary Table S5) mostly derived from samples of berries at different phenological stages, between EL 27 and EL 41. 

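Supplementary Table S5 lists the genes by their direction in ripe berry, as the paper determined it from the VESPUCCI compendium. Where a line of the list held several identifiers, those also listed in Supplementary Table S4 were used, which gave 171 genes on the up list and 232 on the down list. By edgeR's log2 fold change, 123 genes of the up list (71.9%) were higher and 48 lower in L15. Of the down list, 193 genes (83.2%) were lower and 39 higher. In all, 316 of 403 genes (78.4%) moved in L15 in the direction of the ripening list (Fisher's exact test across genes, two-sided, odds ratio 12.6, p = 1.33e-29). Genes are not independent replicates, and the lists were drawn from the genes that the study chose on these same 6 pools, so the p-value describes the lists and does not generalise beyond the pools. The number moved most with the requirement of at least 10 counts in every sample, to 261 genes of the same direction among the 331 then tested. With the replicate number as a block it remained 316.

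**Figure D4:**
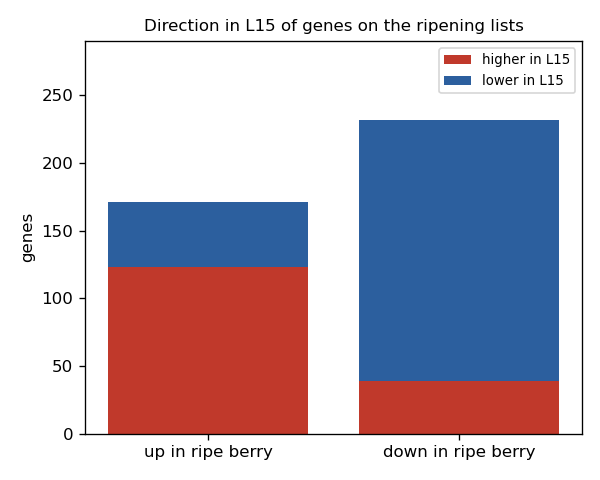
Number of genes on the paper's lists of genes up and down in ripe berry that were higher or lower in L15 than in WT leaves. On the up list, 123 genes were higher and 48 lower, and on the down list, 39 were higher and 193 lower.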

Interestingly, a large fraction (70%) of the DE genes appeared either up- (153 genes) or down-regulated (231 genes) (Supplementary Table S4), indicating that these genes are indeed modulated during ripening. The two groups were also enriched in functional classes characteristic of berry ripening like starch and sucrose metabolism, auxin biosynthesis, ethylene signaling and phenylpropanoid biosynthesis in the case of the up-regulated genes, cell wall and HomeoBox TFs in the case of the down-regulated ones. An important interaction between ethylene and auxin in the control of berry ripening has been recently elucidated (Böttcher et al., 2013). Within the DEGs, we found 7 *ERF* encoding genes: two *SHINE* putative horthologues (*VviERF042* and *VviERF044*) that were down-regulated, and other five *ERF*s that were strongly up-regulated. 

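Besides VviERF045 and the SHINE orthologs, Supplementary Table S4 annotates 4 genes as ethylene response factors, without the VviERF numbers that the text uses. They had log2 fold changes of 3.49 (SE 0.73, edgeR adjusted p = 0.438) for VIT_14s0068g01040, 3.30 (SE 0.85, edgeR adjusted p = 0.495) for VIT_05s0049g00510, 2.24 (SE 0.50, edgeR adjusted p = 0.454) for VIT_14s0081g00730 and 1.31 (SE 0.56, edgeR adjusted p = 0.66) for VIT_17s0000g00200. VIT_14s0068g01040 had 28.9 ± 8.3 CPM in L15 and 2.57 ± 2.58 CPM in WT. All L15 pools lay above all WT pools for the 4 genes, and with each pool left out in turn the smallest of the 4 log2 fold changes stayed between 0.92 and 1.98.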

In this last group with the exception of *VviERF045*, there were four *ERF* genes (*VviERF093, VviERF111, VviERF118, VviERF120*), from clade IX or X, previously shown to be induced in the transition from véraison to ripe berries either in skin or in flesh (Licausi et al., 2010). These evidences strongly suggest an involvement of these ERF TFs in the control of berry ripening.

## Conclusion

We have functionally characterized *VviERF045* by overexpressing the encoding gene in *in vitro* grown grapevine plants and by phenotyping them at morphological and molecular level. *VviERF045* seems to regulate, in coordination with other ERF factors, including the putative horthologues of the *Arabidopsis SHINE1* and *3* genes, different processes such as the structuring of the epidermis and cuticle of the berry, cell expansion, photosynthesis, phenylpropanoid metabolism and the activation of several defense related genes. If this functional role will be confirmed by follow-up studies on the fruits of the transgenic lines, we can predict that having the possibility to adjust the expression of *VviERF045* by well-timed viticultural practices (e.g. water stress, hormonal treatments) or by breeding, might allow to improve grape quality and plant resilience. The expression of *VviERF045* can be used as an expression marker of the plant resilience status.

## Author Contributions

CL, AD, VP, and DM did the experimental work, CL, LD, MG, and GR assessed the best way to prove the gene function, CL did the phylogenetic trees, PS and KE elaborated RNA-seq data and were involved in data interpretation, CL, GR, and CM substantially contributed to the design of the work. All the authors revised it critically for important intellectual content and approved the final version of this manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

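Messenger RNA was sequenced from leaf pools of the transgenic grapevine line L15 and of WT plants, with 3 pools per genotype and 5 in vitro plants per pool, in paired-end reads of 100 nucleotides. According to the methods, the authors trimmed the reads and aligned them with bowtie2 to the grapevine reference transcriptome. The deposited data hold for each sample the counts of reads per gene, which are whole numbers and not normalized. The paper's text names voom and limma for the test and does not name the program that counted the reads, how reads aligning to several genes were treated, the normalization or the filter on low counts. The deposited counts cover 26510 genes in every sample.

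The counts were read as deposited. Genes were kept by filterByExpr of edgeR at its defaults, a minimum count of 10 and a minimum total of 15, which left 21623 genes. Library sizes were scaled with TMM factors. For each gene, the log2 fold change, its standard error and the adjusted p come from edgeR's quasi-likelihood test between genotypes, with Benjamini-Hochberg adjustment over all tested genes. The standard error is the absolute log2 fold change divided by the square root of the F statistic. The number of DEGs under the study's thresholds, an unadjusted p under 0.05 and an absolute log2 fold change over 1.5, comes from limma-voom on the same genes. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Classical multidimensional scaling used log2 CPM with a prior count of 2, and the separation of the genotypes was tested with an exact permutation test over the 10 splits of the 6 samples, whose smallest p is 0.1. The ripening lists were compared with Fisher's exact test across genes.

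Totals of counts on genes ranged from 25554094 to 53967042 in L15 and from 51514292 to 67857796 in WT. At these totals, 3 counts correspond to between 0.0442 and 0.117 CPM. The floor covers counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. If both reads of a pair were counted, it understates the counting error too.

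Samples were grouped by genotype from the labels and the paper. The labels number the replicates 1 to 3 in both genotypes, and nothing else ties an L15 pool to a WT pool of the same number, so the genotypes were compared without pairing and the replicate number entered as a block in a second fit. The genes named in the text were chosen by a rule: each gene whose identifier the paper's text or a figure legend names, the stilbene synthases of Supplementary Table S4, its ethylene response factors and its farnesene, cadinene or valencene synthases, and the 5 largest rises and 5 largest falls among genes with an edgeR adjusted p under 0.05 and fully separated samples. The last part added 0 genes, because 0 genes had an adjusted p under 0.05 with edgeR while 1614 had an unadjusted p under 0.05. Other sections of the table are summarised.

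The alternatives were limma-voom and DESeq2 in place of edgeR, RLE size factors, library totals or quantile normalization in place of TMM, no filter beyond 1 count, at least 10 counts in every sample, sample quality weights, a log2 threshold of 1, an adjusted p in the study's thresholds, the replicate block, and each sample left out in turn. DESeq2 was run without independent filtering and without its replacement of outlying counts. The share of reads mapped as a covariate, a surrogate variable, and quality weights with an adjusted p were added after seeing the data. Corrections for GC content and transcript length were not run, since transcripts under the identifiers of the counts were not used here.

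The tests were tested on simulated data drawn for the real genes from the observed means, library sizes and dispersion trend. A set of genes had known changes. Among 21291 genes, edgeR recovered 30 of 97 genes changed by 2 on the log2 scale (30.9%) and 96 of 98 genes changed by 4, with 6 false calls. DESeq2 recovered 41.2% of the former, with 37 false calls. Each gene was drawn independently and at the trend, so variation shared between genes was left out. These rates therefore do not give the power or the number of false calls in the real data.

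The metabolite, microscopy and RT-qPCR measurements of the paper and its other transgenic lines are not analysed here.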

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

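All tests in this part were chosen only after the results were seen.

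Of the genes that passed the study's thresholds in the counts, 178 are in no section of Supplementary Table S4, and the paper does not discuss them. For 55 of these all L15 samples lay above all WT samples, and for 92 all lay below. A filter on low counts in the study is a candidate explanation for their absence from the table. Of the 178 genes, 35 have at least 10 counts in every sample, against 460 of the 567 listed genes. A large fall in 1 genotype can itself make a gene miss this limit. Genes past the thresholds outside the main list had a median level of -1.87 log2 CPM, against 1.80 for the listed genes. Among all genes, listed or not, 639 passed the thresholds with fully separated samples, and as many did in 2 of the 4 splits that part the 3 same-numbered pairs, the real one included. The other 3 splits gave 837, 95 and 97. The genes outside the table were not counted separately in the other splits. With 4 splits the share cannot be under 1 of 4, so the pattern cannot be told apart from a grouping that arose by chance, and no biological explanation was tested for it.

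For 7 genes, each sample of 1 genotype had at least 10 counts and no sample of the other genotype had any, 2 of them in L15 only and 5 in WT only. At the level of the expressing genotype, between 25 and 384 counts would have been expected in the other genotype. The genes were chosen for at least 10 counts in each sample of 1 genotype, which largely fixes this number in advance, so it is no separate test of whether too little depth explains the absence of counts. Among the 4 splits that part the same pairs, only the real one, 1 of 4, gave as many such genes. Over all other splits of the 6 samples, those that part 1 pair included, the highest number was 3. With 4 splits this cannot be told apart from chance. L15 is also a single transgenic line, so an effect of the transgene cannot be told apart from a difference of this line from WT, such as an insertion or a lost or varied sequence, and a difference from the reference sequence was not tested.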

How the results depend on the processing

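The alternatives below were set before the data were examined, except the fits with the share of reads mapped, with 1 surrogate variable and with quality weights for the adjusted p, which were chosen only after the result was seen.

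The number of DEGs under the study's thresholds was 729. It stayed within 1.5 times that number with edgeR (773), DESeq2 (1030), library totals (749), RLE size factors (728), quantile normalization (759), at least 10 counts in every sample (514) and the replicate block (804). It became 1716 with sample quality weights, 1152 with no filter, 1284 with a log2 threshold of 1, and 1 with an adjusted p. It ranged from 551 to 1025 genes across the 6 fits that each left out one replicate. With 1 surrogate variable it was 1141 and with the share of reads mapped as a covariate 894. The cause of these changes was not tested.

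At an adjusted p under 0.05, edgeR called 0 genes, and 1614 genes had an unadjusted p under 0.05. The number stayed 0 with RLE size factors, with library totals, with at least 10 counts in every sample and with the replicate block. It was 0 to 0 genes across the 6 fits that each left out one replicate. It was 1 with limma-voom, 1 with no filter and 330 with DESeq2. Among the later fits it was 1 with the share of reads mapped as a covariate, 48 with 1 surrogate variable and 2268 with limma-voom and quality weights. The cause was not tested. On simulated data with the observed dispersion trend and independent genes, DESeq2 made 37 false calls where edgeR made 6. The simulation left out variation shared between genes, so it does not tell how many of the 330 calls are false.

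The log2 fold change of VviERF045 kept its direction under all alternatives that were run and stayed between 5.34 and 5.80 across the 6 fits that each left out one replicate. Its adjusted p was over 0.05 with edgeR and under 0.05 with limma-voom (log2 fold change 5.67, adjusted p = 0.0267), with DESeq2 (5.63, adjusted p = 4.13e-36) and with edgeR and no filter (5.62, adjusted p = 0.0231). With the replicate block it was 5.66. The cause was not tested.

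The separation ratio of the genotypes, 1.05, ranged from 1.04 to 1.24 over the alternatives with all samples. The highest value is the one with the replicate block removed, which centring partly fixes in advance. It ranged from 0.99 to 1.10 across the 6 fits that each left out one replicate.

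The 567 genes of Supplementary Table S4 and 316 of the 403 ripening genes kept the same direction in the alternatives that retained them, and with at least 10 counts in every sample the numbers were 460 of 460 and 261 of 331. Across the 6 fits that each left out one replicate they ranged from 567 to 567 and from 316 to 316. The genes had been selected on the same samples, so this shows no stability.

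For the other 93 named genes, 1202 values were computed under the alternatives, and all kept their direction. These genes had also been selected on the same samples, so this shows no stability. None of the genes passed the threshold with edgeR, so none could lose it, and 57 passed it with DESeq2. The size of a change could still depend on a sample: for VIT_08s0007g00390 the log2 fold change of -2.99 became -0.21 without WT replicate 3. Under at least 10 counts in every sample, 7 genes dropped out. RLE size factors moved the median log2 fold change by 0.01 and library totals by -0.08. Corrections for GC content and length, with or without the replicate block, were not run.

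Depth limits genes of low level most. L15 replicate 2, with 25554094 counts, shows 3 counts at 0.117 CPM, the highest floor of the 6 samples.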

Differences from the paper's values

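The largest log2 fold change in the plot of Fig. 4B is about 3.9, read by eye, and the largest one among genes past the study's thresholds in the counts was 8.03. None of the alternatives set before the data were examined closed the gap. The paper's own Supplementary Table S4 also goes beyond the plot, with a log2 fold change of 5.65 for VviERF045. Among its 567 genes the largest edgeR value was 9.88, which was also the largest of all genes with edgeR. The limma-voom values correlated with those of the list with r = 1.000. The gap is thus with the plot as read by eye and not with that list.

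For VIT_08s0007g00390 the log2 fold change was -2.99 with edgeR, and the paper's value in Supplementary Table S4 is -1.65. The paper names voom and limma for its test, and limma-voom came closest here. Of the alternatives set before the data were examined, limma-voom gave -1.64 and the replicate block -1.68. The fits without L15 replicate 1 (-2.69) and without L15 replicate 2 (-3.04) did not come near the paper's value. They lay within 1 standard error of it only because their standard errors were wide, 1.44 and 1.56. DESeq2 (-2.99), RLE size factors (-2.98), library totals (-3.19), no filter (-2.98) and at least 10 counts in every sample (-3.03) lay further from it than their standard errors. So did the fits without L15 replicate 3 (-3.32), WT replicate 1 (-3.50), WT replicate 2 (-3.55) or WT replicate 3 (-0.21). The other 93 named genes lay within the standard error of the paper's values. Both sets of values come from the same samples, so the standard error is a loose limit and does not measure their agreement.

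The paper's text gives VIT_16s0022g01970 as up-regulated in L15, and its log2 fold change here was -2.35. It lists VIT_07s0031g00350 among induced genes, and the log2 fold change here was -1.58. For the WOX4 ortholog VIT_18s0001g10160 it states a plain fold change near the log2 fold change of 2.03 found here, which would be a smaller induction. It describes the L15 and WT replicates as well separated. Here all L15 samples lay above all WT samples on the second coordinate, the genotypes overlapped on the first, and the separation ratio over all filtered genes was 1.05 with 3 of the 10 splits as large.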

Other observations

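All tests in this part were chosen only after the result was seen. For the fits with the share of reads mapped or a surrogate variable as a covariate, the possible outcomes were written down beforehand.

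The first coordinate of the scaling orders the 6 samples across genotypes. Against the paper's percent of reads mapped in Supplementary Table S1, the order was exactly inverse, with rho = -1.0 (exact permutation test, p = 0.00278, adjusted p = 0.0111) and r = -0.87 (exact permutation test, p = 0.00139, adjusted p = 0.00556). Without L15 replicate 1 and WT replicate 2, the samples farthest from the median, r was -0.97. In all, 4 relations with this coordinate were computed. The count total had rho = 0.09 (exact permutation test, p = 0.919) and r = 0.32 (exact permutation test, p = 0.529). Here r was -0.64 without L15 replicate 2 and WT replicate 2, so these values do not decide on library size. The share of odd counts had r = 0.77 (exact permutation test, p = 0.0389, adjusted p = 0.0778) and rho = 0.66 (exact permutation test, p = 0.175, adjusted p = 0.322), and r was 0.48 without L15 replicates 1 and 2. The share of counts in the 10 highest genes had r = 0.71 (exact permutation test, p = 0.118, adjusted p = 0.157) and rho = 0.60 (exact permutation test, p = 0.242, adjusted p = 0.322), and r was 0.80 without L15 replicate 3 and WT replicate 3. None of these measures, the count total included, can be excluded over 6 samples. A difference in the share of reads mapped may underlie the coordinate. In L15 the coordinates 139, -5.78 and -57.3 went with 71.23, 82.7 and 83.28% of reads mapped. In WT the coordinates 48.9, 7.79 and -133 went with 80.41, 82.17 and 83.88%. The order was thus inverse within each genotype too, although no test within the genotypes was run.

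With edgeR, 0 genes had an adjusted p under 0.05, and 1614 had an unadjusted p under 0.05. That variation other than genotype hides differences was tested with covariates. With the percent of reads mapped as a covariate, 1 gene passed and 2382 genes had an unadjusted p under 0.05, and with 1 surrogate variable 48 genes passed. In the 3 other splits that part the same-numbered pairs, 0 genes passed with the surrogate variable, but the split that sets L15 replicate 1 with WT replicates 1 and 2, which parts 1 pair only, gave 490. The number of genes past the study's thresholds was as large in 2 of the 4 splits that part as many same-numbered pairs, the real one included, with 1129 genes when L15 replicates 1 and 3 were set with WT replicate 2. The number at an unadjusted p under 0.05 with edgeR was also as large in 2 of the 4. The number at an adjusted p was as large in 4 of the 4, being 0 throughout, which cannot set the splits apart. Other fits placed the real split first among the 4: DESeq2 called 330 genes against 2, 138 and 21, limma-voom with quality weights 2268 against 1188, 0 and 0, and edgeR with the reads mapped as a covariate 1 against 0 in each. At an unadjusted p under 0.05, however, the fit with this covariate gave 3480 genes when L15 replicates 1 and 2 were set with WT replicate 3, against the 2382 of the real split. The remaining 6 splits part 1 pair each. Among them, the one with 490 genes above also gave 1743 genes past the study's thresholds, 3462 with DESeq2 and 5856 with quality weights. Since 4 splits cannot give a share under 1 of 4, the number of genes that differ between the genotypes cannot be told apart from a grouping of the samples that arose by chance.

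The number of Supplementary Table S4 genes that keep their direction was as large in 1 of the 4 splits, the real one, the highest of the other 3 being 491, and the number of ripening genes moving the same way also in 1 of the 4, the highest of the other 3 being 282. Over the splits that part 1 pair, the highest numbers were 496 and 306. Both sets of genes were selected on these samples, so the real split is favoured in advance.

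In L15 replicate 1, 47.9% of the counts from 6 to 20 were odd, against 3.77 to 9.85% in the other samples, where most counts are even. Reads without a properly aligned mate would give 28.3% in this sample, which is too little, and 13.7 to 22.7% in the others, which is too much. The expected shares matched no sample, so they cannot decide whether such reads explain the odd counts. Among counts above 1000, the odd share was 50.5% in this sample and 20.7 to 41.4% in the others. Counts per mapped read were 1.24 in this sample and 1.04 to 1.06 in the others, so its reads may have been counted in another way. The test cannot tell this from another difference of the sample. Of the 23 stilbene synthases, 22 had fully separated samples and 5 were highest in L15 replicate 1, so leaving it out could hardly reverse them. Without it, the median log2 fold change of the stilbene synthases was 2.03, against 1.89 with all samples. The size of this median therefore does not rest on L15 replicate 1. That of the PAL genes was 3.36, against 2.96, but none of them was highest in L15 replicate 1, so a larger value without it was fixed in advance and the test shows nothing for them. Without L15 replicate 2 the medians fell to 1.66 for the stilbene synthases and 1.86 for the PAL genes, and all genes of both families stayed higher in L15.

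Genes that neighbour each other on the locus tags passed the study's thresholds in the same direction in 79 pairs, against a median of 12 and a maximum of 24 in 10000 random placements of the same genes (permutation test, one-sided, p = 1e-04, the smallest they can give). Reads shared between paralogs are a candidate explanation, since 34.5% of the 58 such pairs within Supplementary Table S4 carry the same annotation. Tandem copies that are regulated together would carry it too. The ratio of observed to random pairs was as large in 2 of the 4 splits that part as many same-numbered pairs, but the other split that reached it had a random median of 0, replaced by 1 in the ratio, so that comparison decides nothing. The other 3 splits gave 4, 62 and 8 pairs against 79 in the real one. Without the stilbene synthases 66 pairs remained, above the random maximum of 24 for all the genes, so that family alone does not carry the pattern. Only 20 of the 58 pairs carry the same annotation, so reads shared between such copies would explain part of the excess at most. Annotation does not measure how alike the sequences are, so shared reads stay open for single pairs. The 4 splits are too few to exclude a grouping of the samples that arose by chance.

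At the locus with the identifier prefix VIT_16s0148, 14 of the 31 tested genes passed the study's thresholds, all higher in L15, with log2 fold changes from 1.70 to 4.29. All L15 samples lay above all WT samples for the 14 genes. The paper names genes of this locus in Supplementary Table S4, where 13 of the 14 are listed. The deviations of the genes from their genotype means had a mean correlation of 0.17 across genes, which are not independent replicates, against a median of -0.01 in 1000 random lists. Such a correlation may come from reads shared between paralogs or from regulation in common. The real split, 1 of the 4, gave the most genes of the locus, the highest other being 1 gene. With 4 splits this cannot be told apart from chance.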
